# Endoglin integrates BMP and Wnt signalling to induce haematopoiesis through JDP2

**DOI:** 10.1038/ncomms13101

**Published:** 2016-10-07

**Authors:** June Baik, Alessandro Magli, Naoyuki Tahara, Scott A. Swanson, Naoko Koyano-Nakagawa, Luciene Borges, Ron Stewart, Daniel J. Garry, Yasuhiko Kawakami, James A. Thomson, Rita C. R. Perlingeiro

## Abstract

Mechanisms of haematopoietic and cardiac patterning remain poorly understood. Here we show that the BMP and Wnt signalling pathways are integrated in an endoglin (Eng)-dependent manner in cardiac and haematopoietic lineage specification. Eng is expressed in early mesoderm and marks both haematopoietic and cardiac progenitors. In the absence of Eng, yolk sacs inappropriately express the cardiac marker, Nkx2.5. Conversely, high levels of Eng *in vitro* and *in vivo* increase haematopoiesis and inhibit cardiogenesis. Levels of Eng determine the activation of both BMP and Wnt pathways, which are integrated downstream of Eng by phosphorylation of Smad1 by Gsk3. By interrogating Eng-dependent Wnt-mediated transcriptional changes, we identify *Jdp2* as a key Eng-dependent Wnt target, sufficient to establish haematopoietic fate in early mesoderm when BMP and Wnt crosstalk is disturbed. These studies provide mechanistic insight into the integration of BMP and Wnt signalling in the establishment of haematopoietic and cardiac progenitors during embryogenesis.

## Abstract (web summary)

How both BMP and Wnt signalling pathways regulate lineage specification early in development is unclear. Here, the authors show that endoglin via *Jdp2*, an AP-1 family member, modulates BMP and Wnt signalling to commit mesodermal progenitors to a haematopoietic fate at the expense of the cardiac lineage.

In the developing embryos, haematopoietic and cardiac cells arise as subpopulations of lateral plate mesoderm^1^,^2^, but the phenotypic profiles of these progenitors as well as the molecular mechanisms regulating their specification remain not well defined. It is known that BMP and Wnt signals from the extra-embryonic region and epiblast, respectively, are required for mesoderm induction^3^. Homozygous deletion of BMP4 and its type 1 receptor BMPR1a, as well as Wnt3 and its intercellular effector β-catenin, result in embryonic lethality due to the failure of mesoderm formation and subsequent patterning. Wnt signals along with BMP are also critical to establish the prospective cardiac population^1^ by directing the migration of cardiac progenitors from the primitive streak to the heart forming region^4^. This convergence of Wnt and BMP signalling is also observed during haematopoiesis. Studies involving avian embryo manipulation and *in vitro* differentiation of murine embryonic stem (ES) cells have demonstrated that the combination of Wnt and BMP signalling is essential for haematopoietic specification and commitment towards the primitive erythroid lineage^1^,^5^,^6^.

We previously reported that endoglin (Eng), an ancillary receptor for the transforming growth factor-β superfamily, is required for early haematopoietic lineage specification, and that Eng acts by modulating output of the BMP signalling pathway^7^,^8^,^9^. Haematopoiesis was found impaired in both Eng-deficient differentiating ES cells^10^ and embryos^9^. On the other hand, upregulation of Eng using doxycycline-inducible Eng (iEng) ES cells resulted in enhanced haematopoietic differentiation and suppressed cardiac differentiation^7^, suggesting a key role for this receptor in early cell fate specification.

Using zebrafish and mouse models, in the present study, we provide *in vivo* evidence for the dual role of Eng in blood and cardiac lineage specification, and show that this effect results from enhanced Wnt activity, which is directly regulated by Eng. In fact, levels of Eng determine the activation potential of both BMP and Wnt pathways, and phosphorylation of Smad1 by Gsk3 is the point of integration between BMP and Wnt signals. We further show that Eng identifies early progenitors endowed with haematopoietic and cardiac potential that are Eng^+^Flk-1^+^ and Eng^+^Flk-1^−^, respectively, demonstrating that Eng marks not only haematopoietic but also cardiac cell fate within the mesoderm population. Through whole transcriptome analyses of these early haematopoietic and cardiac progenitor fractions, in the presence or absence of the Wnt inhibitor IWR, we identified *Jdp2*, a member of the AP-1 transcription factor family, as a key Eng-dependent downstream target of Wnt signalling. Importantly, we show *Jdp2* expression is sufficient to establish haematopoietic fate in early mesoderm when BMP and Wnt crosstalk is disturbed, providing mechanistic insight into the establishment of haematopoietic and cardiac progenitors during embryogenesis.

## Results

### Effect of Eng induction *in vitro* and *in vivo*

Our previous findings using *in vitro* differentiation of iEng ES cells suggest a time-dependent effect, as Eng overexpression from day 2 to 8 of embryoid body (EB) differentiation repressed cardiogenesis, whereas Eng overexpression from day 4 to 8 had no effect^7^. To better understand this temporal dependence, we performed a fine time-course analysis, which revealed a short window from day 2 to 3 in which overexpression of Eng enhances haematopoiesis and represses cardiac differentiation (Supplementary Fig. 1a,b). This is the time at which mesoderm is being specified to haematopoietic or cardiac fate. To investigate whether Eng induction results in cardiac suppression *in vivo*, we collected E8.5 mouse embryos, a time point with abundant cardiovascular progenitors^11^, and transduced these with lentiviral vectors encoding Eng or empty vector (control pSAM; Supplementary Fig. 1c). Control explant cultures gave rise to large clusters of cells positive for cTnI (Supplementary Fig. 1d, lower left), in contrast to Eng-transduced explants, which presented significantly reduced numbers of cells expressing cTnI (Supplementary Fig. 1d, lower right). In a complementary approach, we utilized a cardiac reporter transgenic zebrafish, in which GFP identifies cardiac progenitors that are positive for myosin light chain 2 *Tg*(*cmlc2:EGFP*)^12^, to determine whether Eng induction disturbs cardiac specification *in vivo*. For this, *Tg(cmlc2:EGFP)* embryos at the 1–2-cell stage were injected with human *ENG* messenger RNA (mRNA), which has been previously demonstrated to cross-react in zebrafish^13^, or with control *mCherry* mRNA. Consistent with our *in vitro* and *ex vivo* studies, live imaging analyses at 16 h post fertilization (h.p.f.) demonstrated impaired cardiogenesis in *ENG*-injected embryos, evidenced by reduced levels of GFP expression (Fig. 1a, right panel) when compared with *mCherry*-injected controls (Fig. 1a, left panel). Fluorescence-activated cell sorting (FACS) analyses confirmed that the number of EGFP^+^ (cmlc2^*+*^) cells within the ENG^*+*^ population was reduced when compared with those within the control mCherry^+^ population (Fig. 1b), further indicating that enhanced expression of Eng represses cardiac specification during gastrulation

To further evaluate the activity of Eng in cardiac versus haematopoietic specification, we utilized a potent hemogenic tissue, E9.5 yolk sac (YS). *Eng*^−/−^ E9.5 YSs have been reported to exhibit severely reduced haematopoietic colony activity as well as marked downregulation of *Scl*, *Gata1*, *Gata2* and globins^9^. Thus, we interrogated here whether the role of Eng was to actively repress other lineages in E9.5 YSs (Supplementary Fig. 1e). At the gene expression level, we observed significant upregulation of *Nkx2.5* (Supplementary Fig. 1f, left), one of the earliest markers of cardiac development^14^. Expression levels of *Gata4* and *cTnI* also trended towards elevated levels in *Eng*-null YSs (Supplementary Fig. 1f). These data suggest a role for Eng in enabling the haematopoietic program by preventing the expression of cardiac-specific genes at hemogenic sites during mesoderm specification.

We then evaluated the effect of overexpressing Eng *in vivo* during mouse embryo development using iEng mice, which we generated from the previously described iEng ES cells^7^. As observed in Fig. 1c, robust induction of Eng was observed in E8.5 YSs from embryos whose mothers were treated with dox during pregnancy. Next, equal numbers of YS cells from these embryos were directly plated into methylcellulose containing haematopoietic cytokines to examine haematopoietic colony activity. As observed in Fig. 1d, Eng-induced YSs gave rise to increased numbers of haematopoietic colonies when compared with non-induced YSs, confirming that Eng induction results in enhanced haematopoiesis. To assess cardiogenesis, we dissected E8.5 embryos, and separated anterior (containing cardiac progenitors) from posterior domains (used for genotype). Expression of Pdgfra and Flk-1 identifies cardiac progenitors at this developmental stage^15^,^16^, therefore we analysed the expression of these markers in the Eng^+^ cell fraction of the anterior regions of these embryos. In agreement with our hypothesis, the frequency of Pdgfra^+^Flk-1^+^ cells within the Eng^+^ population was found significantly decreased when Eng was induced (Fig. 1e,f). Taken together, these *in vivo* data confirm dual positive/negative functions for Eng in the establishment of haematopoietic and cardiac progenitors, respectively, during mesoderm specification.

### Eng directly regulates Wnt signalling

Based on the critical role of Wnt signalling during early haematopoiesis and cardiogenesis^1^,^6^,^17^, we investigated whether Wnt activation is involved in Eng-mediated mesoderm specification. For this, we assessed the effect of the canonical Wnt signalling inhibitor, IWR-1, in Eng-induced EB cultures, and found that the inhibitory effect of Eng induction (+dox) on cardiac differentiation was abrogated by inhibition of the canonical Wnt signalling pathway (Fig. 1g). To determine whether this would also be the case *in vivo*, we cultured Eng- and mock-transduced embryo explants in the presence or absence of IWR-1. In agreement with the *in vitro* EB data, addition of IWR-1 to Eng-transduced primary cultures counteracted the inhibitory effect of Eng on cardiac differentiation (Supplementary Fig. 1g,h). We also observed that Wnt inhibition by IWR-1 in EB cultures negatively affected the ability of Eng to induce haematopoiesis (Fig. 1h), demonstrating that the function of Eng at this early stage of development requires active Wnt signalling.

To determine whether Eng induction promotes Wnt activation, we generated a β-catenin-dependent reporter ES cell line. This reporter (7xTcf-FFluc//SV40-mCherry) contains 7Tcf-binding sites, allowing us to monitor Wnt activity using a luciferase reporter assay^18^. We subjected Eng-induced or control cultures to a brief pulse of Wnt signal (3 h of exposure to the GSK3β inhibitor CHIR99021), and observed that reporter activity was increased in Eng-induced cultures when compared with non-induced or mock cultures (DMSO treated; Fig. 2a). The increased reporter activity observed in the Eng-induced sample that had been treated with CHIR99021 was confirmed by western blot using an antibody specific for active β-catenin (Fig. 2b). This finding was further corroborated *in vivo* utilizing *Tg(7xTCF:mCherry)* zebrafish embryos, which at 12 h.p.f. exhibit transgenic reporter expression regulated by Wnt/β-catenin signalling, as measured by mCherry fluorescence^19^. We injected 1–2-cell stage zebrafish embryos with *ENG* mRNA or control *venus* mRNA (Fig. 2c, upper panels), and at 12 h.p.f., injected embryos were collected and analysed for mCherry expression. We observed that mCherry expression within the ENG^+^ cell fraction in *ENG*-injected embryos was significantly increased when compared with that found within the venus^+^ cell fraction in *venus-*injected controls (Fig. 2c, lower panels; Fig. 2d). As expected, mCherry expression within the ENG^−^ cell fraction of *ENG*-injected embryos was similar to control levels, ∼21% (Supplementary Fig. 2a). Moreover, equivalent results were obtained when we injected an *ENG* mutant construct encoding a deletion of the orphan domain (OD; Supplementary Fig. 2b,c), which is required for ENG expression and ligand binding^20^. Taken together, these data confirm that Eng induction enhances Wnt activity.

The stimulatory effect of Eng in haematopoiesis was previously shown to involve BMP signalling, as evidenced by the decreased frequency of haematopoietic activity correlating with reduced levels of Smad1/5/8 phosphorylation when dorsomorphin, a BMP signalling inhibitor, was added to these cultures^7^. It has been shown in *Xenopus* that Smad1, the downstream effector of BMP signalling, is also a target of Gsk3-mediated phosphorylation^21^. Gsk3 is a component of the Wnt degradation complex, and inhibition of this kinase, which maintains the Wnt pathway activate, contributes to the stabilization of activated Smad1 and ultimately strengthens BMP signalling^21^. Consistent with this, western blot analyses of day 4 Eng-induced EB cultures revealed that increased levels of phosphorylated Smad1 (S456/8 and S426/8) were accompanied by higher levels of dephosphorylated active β-catenin and inhibitory forms of Gsk3 (pGsk3 α/β S21/9) (Supplementary Fig. 2d). To determine whether Eng regulates both BMP and Wnt signals to enhance Smad1 activity and, consequently, increased haematopoietic commitment from mesoderm, we investigated whether sustained Wnt-deregulated Smad1 activity could phenocopy Eng overexpression. We generated an ES cell line with inducible expression of mutant Smad1 (S210A) lacking the Gsk3-mediated phosphorylation site (Supplementary Fig. 2e,f), which has been shown to be responsible for Smad1 degradation^21^. As hypothesized, enhanced haematopoiesis was observed only in Smad1 S210A dox-induced cultures (Fig. 2e, left), similar to the effect of Eng induction in this developmental stage^7^. Induction of wild-type (WT) Smad1 had no effect on colony formation. Importantly, whereas Wnt stimulation with CHIR resulted in enhanced haematopoiesis in induced WT Smad1 cultures (iSmad1 WT), no effect was observed in the S210A mutant (Fig. 2e, right), confirming that Wnt-mediated enhancement of haematopoiesis is dependent on the phosphorylation of Smad1 at S210.

To gain further insight into how integration of BMP and Wnt pathways regulates the commitment of mesoderm, we performed chromatin immunoprecipitation in D4 EBs followed by high-throughput sequencing (ChIP-seq) for Smad1 in the absence or presence of IWR-1. 

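Smad1 occupancy was read from EBs, the aggregates in which ES cells differentiate, made from the GFP-Bry ES cell line, reaggregated and collected on day 4 after 24 h with DMSO, the vehicle, or with 10 µM IWR-1, a small molecule that inhibits Wnt signalling. Each treatment had 1 Smad1 ChIP library and 1 library of input chromatin, so no difference between the treatments has a replicate check and no p-value between them is given. The paper reports about 134 M reads over the 4 libraries, with 30 M to 36 M in each; the deposited peak lists hold no read counts, so the depth behind a single peak is not known. The authors aligned the reads to mm10, removed PCR duplicates and called peaks with MACS at a p-value cutoff of 1e-05 and with QESEQ at 0.05, once per treatment. Values used here are the positions of the peaks and the score that MACS gives each peak, which is the authors' own value and serves only to rank peaks within its list. For DMSO, MACS listed 15927 peaks with a median width of 439 bp, and QESEQ listed 26070 with a median width of 456 bp. These DMSO lists are identified by their coordinates, because the sample labels name other libraries for them: each of the 10466 sites in the deposited list of common DMSO sites is an interval of this QESEQ list, and each overlaps a peak of this MACS list. The QESEQ list labelled as the IWR-1 ChIP held 16261 peaks with a median width of 474 bp. The remaining MACS list held 7815 peaks with a median width of 336 bp and overlapped 2701 of the common DMSO sites. It is labelled as the DMSO ChIP and was assigned to IWR-1 by elimination, since the other MACS list is the one the common DMSO sites were built from. Of its peaks, 58.2% overlapped the DMSO MACS list and 54.9% the IWR-1 QESEQ list. These overlaps do not decide the assignment, because the first comparison shares a caller and the second does not. Peaks of this MACS list at Id1, Id2 and Id3 started at 152744471, 25098633 and 136140420, the same bases as IWR-1 QESEQ peaks. The DMSO QESEQ peaks at the Id2 and Id3 sites started elsewhere, at 25098631 and 136140308. At Tbx5 the starts of the MACS list and the IWR-1 QESEQ list differed. The shared starts argue for the assignment to IWR-1, but starts were not compared over the genome. The IWR-1 QESEQ list, which carries the IWR-1 label, is used first, and the second MACS list is named wherever it is used. A site counted as called under IWR-1 when a peak overlapped it by at least 1 bp. The absence of a call says that a site did not pass a caller's threshold, and calls do not measure how far the height of a peak changed.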

In agreement with the previous reports^22^, Smad1 binding was detected at the regulatory elements of known BMP targets *Id1*, *Id2* and *Id3* (Fig. 2f), which was also validated by ChIP–quantitative PCR (qPCR; Fig. 2g). 

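Peaks within 10 kb of each gene were listed from the deposited calls, with gene models from GENCODE on mm10. Id2 lies on chromosome 12 from 25093799 to 25097140 on the minus strand. Its common DMSO site spanned 25098631 to 25099055, and its centre lay 2751 bp upstream of the start of the main transcript. The DMSO MACS score of this site was 148, at percentile 95.4 of that list. The 100 bp at the middle of the Id2 site, from 25098793 to 25098892, read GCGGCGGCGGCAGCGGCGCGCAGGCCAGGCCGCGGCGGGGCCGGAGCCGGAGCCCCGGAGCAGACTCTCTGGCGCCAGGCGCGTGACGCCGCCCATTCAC, and the site held the GC-rich Smad elements GGAGCC and GGCGCC. QESEQ alone listed further DMSO peaks upstream of Id2, from 25100670 to 25101249 and from 25106048 to 25106452. Id3 lies on chromosome 4 from 136143497 to 136145755 on the plus strand. The common DMSO site at Id3 spanned 136140308 to 136140670, with its centre 3008 bp upstream of the transcript start, a score of 80.3 and percentile 75.4, and it held GGCGCC and CAGACA. Upstream of Id3, a further QESEQ peak of DMSO from 136140812 to 136141401 met only the end of the MACS peak behind the common site, which ran to 136140829. QESEQ alone listed DMSO peaks at Id3 over intron 2 and the untranslated part of exon 3 from 136144591 to 136145116, and downstream from 136147739 to 136148126. Id1 lies on chromosome 2 from 152736251 to 152737410 on the plus strand. No common site lay within 10 kb of it. QESEQ alone listed a DMSO peak from 152734942 to 152735670, centred 945 bp upstream of the transcript start, in the region of the Id1 −1 Kb assay (Fig. 2g). The nearest common site to Id1 inside the drawn 20 kb spanned 152751657 to 152752569, centred 15.9 kb downstream of the transcript start, and its longest run of A or T was 28 bases.

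**Figure D1:**
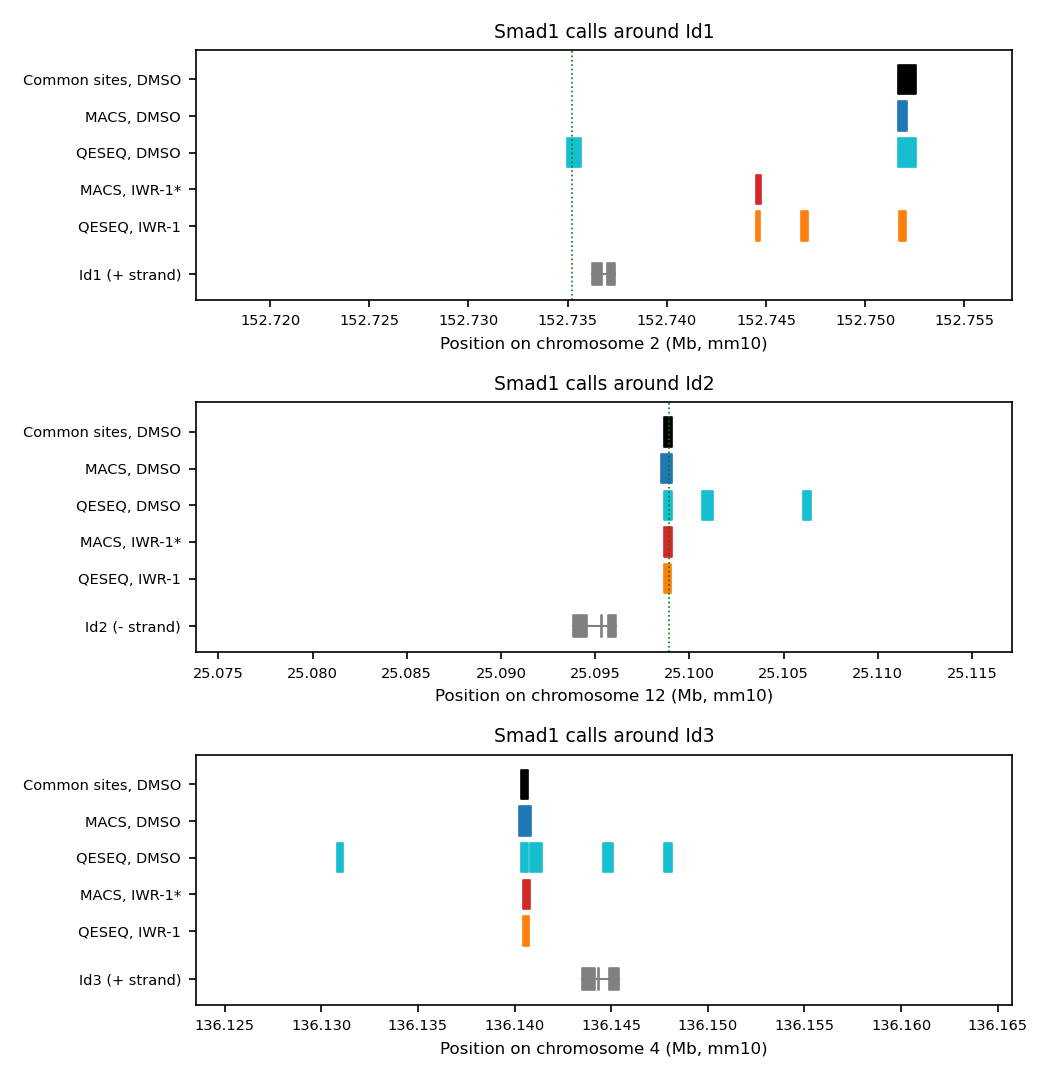
Smad1 calls around Id1, Id2 and Id3, within 20 kb of each gene; the x axis gives the position in Mb on mm10, coloured blocks are called peaks by list, grey blocks are exons and dotted lines mark the amplicons of the ChIP–qPCR assays. The asterisk marks the MACS list assigned to IWR-1 by elimination. At Id1 the amplicon meets only a QESEQ peak of DMSO, and at Id2 and Id3 the common site is called in all lists.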

Importantly, IWR-1 treatment negatively affected Smad1 binding at specific loci (Fig. 2f,g) and genome wide (Fig. 2h; Supplementary Fig. 2i). 

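With IWR-1, the Id2 site was called by QESEQ from 25098633 to 25099010 and in the second MACS list from 25098633 to 25099061. The Id3 site was called by QESEQ from 136140420 to 136140726 and in the second MACS list from 136140420 to 136140777. A site that stays called may still have lost height. By ChIP–qPCR over 5 experiments, the paper reports lower Smad1 binding with IWR-1 at its Id1 and Id2 assays. At Id1, neither list had a call at the DMSO QESEQ peak upstream of the gene. Both lists had one downstream of Id1, from 152744471 to 152744682 by QESEQ and to 152744733 in the second MACS list, where neither DMSO list had a peak, and QESEQ alone also had one from 152746745 to 152747134. QESEQ called the common site furthest downstream from 152751701 to 152752055. Over the genome, QESEQ listed fewer peaks with IWR-1 than with DMSO, and the second MACS list, assigned to IWR-1 by elimination, held fewer than the DMSO MACS list. Of the 26070 DMSO peaks of QESEQ, 6714 overlapped an IWR-1 peak of QESEQ (25.8%). Of the 15927 DMSO peaks of MACS, 4534 overlapped a peak of the second MACS list (28.5%). In the other direction, 8595 of the 16261 IWR-1 peaks of QESEQ overlapped no peak of either DMSO list (52.9%, 95% exact binomial confidence interval 52.1–53.6), a share that was 29.0% for the second MACS list and 23.9% for the IWR-1 QESEQ peaks that overlap that list. The intervals cover counting error over sites only, and not the spread between cultures, which 1 library per treatment cannot give.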

Among the 10,466 sites identified, Smad1 binding was impaired at ∼3,500 sites and disrupted at ∼6,500 sites (respectively, groups A and B—Supplementary Fig. 2i), thus supporting the essential role of BMP and Wnt integration to regulate Smad1 activity at the genome-wide level. 

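Of the 10466 common DMSO sites, 3875 overlapped a QESEQ peak called with IWR-1 (37.0%, 95% exact binomial confidence interval 36.1–38.0) and 6591 did not (63.0%, 62.0–63.9). When the sites were moved by 100 kb as a chance level, 116 overlapped such a peak (1.11%). These classes rest on called peaks, whereas groups A and B of the paper come from density maps of QESEQ enrichment, which were not used here. The share without a call moved most, to 82.9%, when an IWR-1 peak of QESEQ and one of the second MACS list had to share 50% of each peak, an alternative chosen after seeing the data. It was 81.6% when they had to overlap at all, and 55.6% when a peak in either IWR-1 list was enough. Sites without a QESEQ call had a median percentile of 47.6 by score in the DMSO MACS list (95% interval of the median 46.8–48.7), and sites with one had 62.6 (61.4–63.9). In 10000 random sets of the same number of sites, the central 95% of median percentiles ran from 52.0 to 53.5 for the number without a call. By decile of the DMSO score, 72.2% of sites in the lowest decile were without a QESEQ call (69.4–74.9) and 33.7% in the highest (30.9–36.7). Outside tRNA genes, which hold many of the sites with high scores, the share in the highest decile was 41.8% (38.5–45.3). From sites at which binding was impaired and sites at which it was disrupted, the paper reasons towards an essential role of BMP and Wnt integration in Smad1 activity over the genome.

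**Figure D2:**
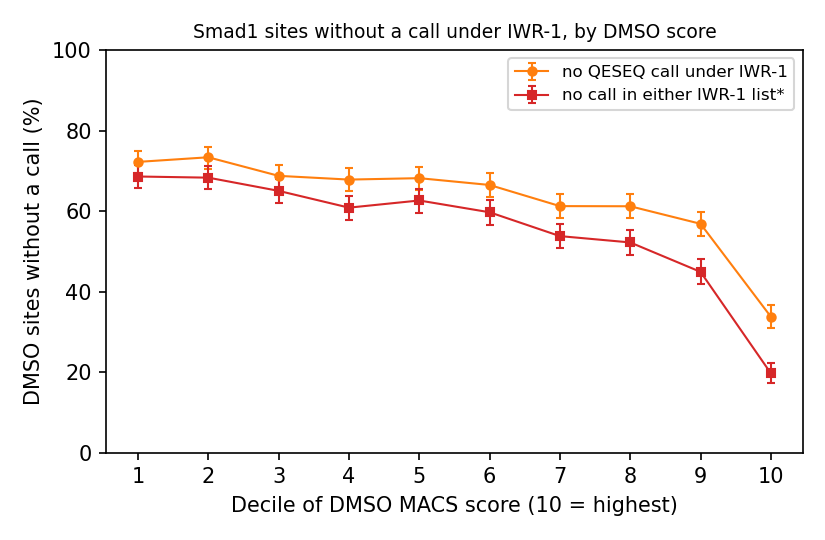
Share of the common DMSO sites without a call under IWR-1 (y axis, %) by decile of their DMSO MACS score (x axis, 10 the highest); bars are 95% exact binomial intervals. Circles count the QESEQ list and squares either list, the asterisk marking that the second MACS list is assigned to IWR-1 by elimination. The share falls from 72.2% to 33.7% for QESEQ and from 68.6% to 19.7% for either list.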

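Tbx5, which encodes a cardiac transcription factor, lies on chromosome 5 of mm10 from 119832668 to 119885219 on the plus strand. A common DMSO site spanned 119840397 to 119840771, over the end of intron 3 and the first bases of exon 4, with its centre 5921 bp from the start of the main transcript. Its DMSO MACS score was 80.9, at percentile 76.0 of that list. The 100 bp at its middle, from 119840534 to 119840633, read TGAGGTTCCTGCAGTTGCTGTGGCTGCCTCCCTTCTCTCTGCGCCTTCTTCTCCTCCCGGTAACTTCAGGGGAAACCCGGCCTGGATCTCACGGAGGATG, and none of the Smad, TCF/LEF, GATA or AP-1 sequences searched was found in the site. QESEQ alone listed DMSO peaks upstream of Tbx5 from 119824854 to 119825151 and over intron 7 and exon 8 from 119870926 to 119871379. With IWR-1, the common site was called by QESEQ from 119840230 to 119840677 and in the second MACS list from 119840463 to 119840763. Wif1, which encodes a secreted inhibitor of Wnt ligands, had 1 common DMSO site within 10 kb.

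**Figure D3:**
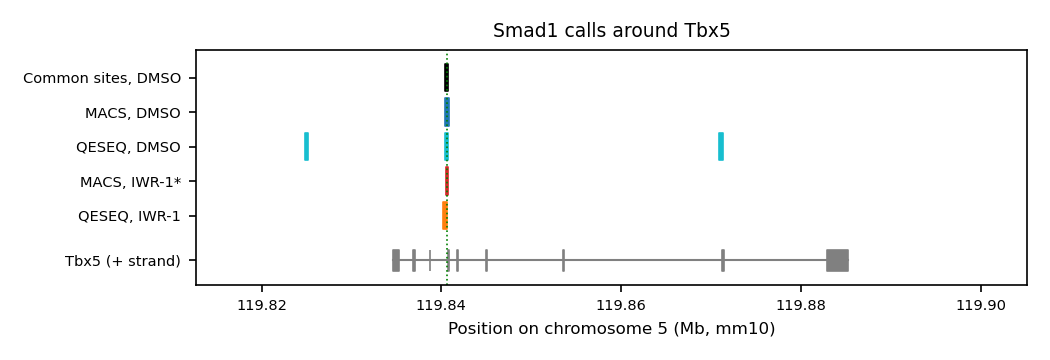
Smad1 calls around Tbx5, within 20 kb of the gene; the x axis gives the position in Mb on mm10, coloured blocks are called peaks by list, grey blocks are exons and the dotted line marks the amplicon of the ChIP–qPCR assay. The asterisk marks the MACS list assigned to IWR-1 by elimination. The site at intron 3 is called in all lists.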

Interestingly, we also observed Smad1 binding at *Tbx5* and Wnt inhibitory factor1 *(Wif1*; Supplementary Fig. 2g,h). *Tbx5*, along with *Nkx2.5*, is a key transcription factor for cardiac specification, as well evidenced by studies showing that disruption of its interaction with chromatin remodelling complex resulted in impaired cardiogenesis^23^. Considering that BMP and Wnt integration is critical for cardiac commitment, our data suggest that BMP may repress Tbx5 expression in mesodermal cells, which could account for Eng-mediated cardiac repression. Wif1 has been identified as a Smad1 target and it has been postulated to modulate BMP and Wnt activities in the developing mouse lung^24^. In agreement with Xu and colleagues, we observed that Smad1 occupies similar regions in the promoter and first intron of the *Wif1* gene (Supplementary Fig. 2g). 

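Wif1 lies on chromosome 10 of mm10 from 121033960 to 121100650 on the plus strand. Its common DMSO site spanned 121034557 to 121034928 within intron 1, centred 783 bp downstream of the transcript start, with a DMSO MACS score of 74.4 at percentile 67.6 of that list. The MACS peak behind it ran from 121034480 to 121034979 and reached the end of exon 1 and the start of exon 2. The site held 1 TCF/LEF sequence, CTTTGAT, none of the Smad sequences searched, and a run of 41 T. With IWR-1, QESEQ called a peak from 121034627 to 121035138, over exon 2 and into intron 2, and the second MACS list had none. No list had a peak in the 10 kb upstream of the transcript start; the nearest upstream peak was a DMSO peak of QESEQ alone from 121021960 to 121022414, centred 11.8 kb before the transcript start.

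**Figure D4:**
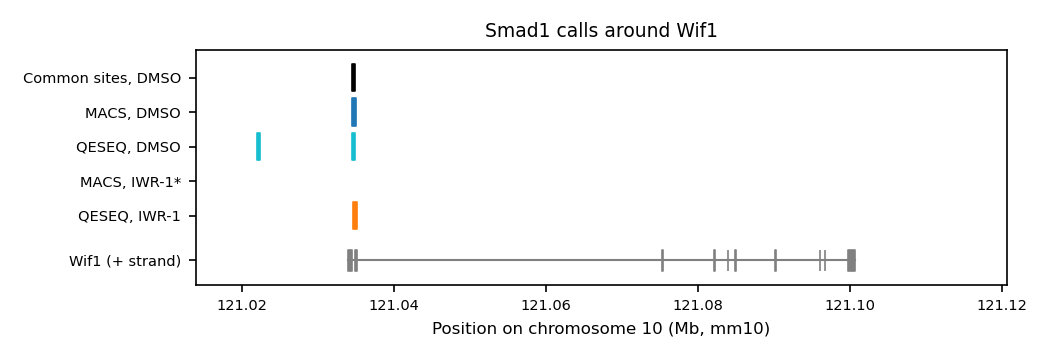
Smad1 calls around Wif1, within 20 kb of the gene; the x axis gives the position in Mb on mm10, coloured blocks are called peaks by list and grey blocks are exons. The asterisk marks the MACS list assigned to IWR-1 by elimination. The DMSO calls at the gene lie in intron 1 and reach the end of exon 1 and the start of exon 2, and the IWR-1 call of QESEQ runs from intron 1 over exon 2 into intron 2.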

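Sites with and without a QESEQ call under IWR-1 were also compared by position and sequence. Within 1 kb of a transcription start site lay 1428 of the 10466 common DMSO sites (13.6%). The share was 17.4% among sites with a call (95% exact binomial confidence interval 16.3–18.7) and 11.4% among sites without one (10.7–12.2). In 10000 random sets matched on decile of the DMSO score, the central 95% of shares for sites with a call was 14.2–15.8%, so the observed share lay above it. The shares moved most with a window of 5 kb, to 41.3% and 32.5%. With sites at tRNA genes left out, an alternative chosen after seeing the data, the shares were 16.8% and 11.4%. The GC-rich Smad element GGAGCC was found in the central 200 bp of 9.01% of sites with a call and 7.02% of sites without one, and in 9.57% and 8.86% of windows 2 kb away. At sites with a call the share lay at percentile 74.7 of sets matched on score and GC content. Over the whole site in place of the central 200 bp it was 20.9% at percentile 99.9, against 20.7% in windows of the same width 2 kb away. The matched sets used the GC content of the central 200 bp and not the width of sites. A percentile over the whole site therefore cannot separate the element from width or from GC content outside the centre. The other GC-rich element, GGCGCC, was in the central 200 bp of 1.08% of all sites (0.891–1.30) and 0.841% of windows 2 kb away (0.722–0.974). Over the whole site it was in 4.08% of sites with a call (3.48–4.75) and 2.86% of windows (2.50–3.26). For sites without a call these shares were 1.82% and 1.43%. Against sets matched on score and GC content, GGCGCC at sites with a call lay at percentile 40.0 in the central 200 bp. Over the whole site it lay at percentile 92.6, inside the central 95% of sets (3.46–4.18%). The TCF/LEF sequence CTTTGAT was found in 3.02% of sites with a call (2.50–3.61) and 3.70% of sites without one (3.26–4.19). Windows 2 kb away held it in 3.46% and 3.93%, so neither class exceeded its surroundings. Against sets matched on score and GC content the shares lay at percentiles 12.9 and 86.8, inside the central 95%. Percentiles describe these libraries and are not tests, since sites are not replicates.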

Taken together, these data demonstrate that BMP and Wnt modulation is critical not only for Smad1 stability but also for the genome-wide occupancy of its binding sites in mesodermal cells.

### Haematopoietic and cardiac progenitors express Eng

To determine whether Eng expression regulates haematopoietic and cardiac cell fate specification from uncommitted mesodermal progenitors, we utilized a GFP-Brachyury (Bry) reporter ES cell line^25^. In this cell line, GFP is knocked into the *Bry* locus, allowing us to monitor Bry expression during EB differentiation, and, importantly, to isolate early mesodermal cells. Accordingly, using this reporter ES cell line, Keller and colleagues have demonstrated that in day 3 EBs, haematopoietic progenitors are enriched within the Bry^+^Flk-1^+^ cell fraction, whereas cardiac cells are predominantly in the Bry^+^Flk-1^−^ cell subpopulation^11^,^25^. Based on this evidence, we investigated the expression of endoglin (Eng or E) in combination with Flk-1 (F) in day 3 Bry^+^ EB cells. As shown in Fig. 3a, four distinct cell subpopulations were identified: E^+^F^+^, E^+^F^−^, E^−^F^+^ and E^−^F^−^. These subfractions were FACS-purified, and sorted cells were reaggregated for 24 h in the absence or presence of IWR-1 to determine whether Wnt activity would affect Eng-mediated mesoderm specification. We examined the haematopoietic potential in reaggregates from E^+^F^+^ and E^−^F^+^ subpopulations by plating these in methylcellulose containing haematopoietic cytokines. Our results showed a significant enrichment in haematopoietic activity in the Bry^+^ cell fraction that is double positive for Eng and Flk-1 (E^+^F^+^) when compared with the unsorted group (30-fold), and remarkably also superior than the E^−^F^+^ subpopulation (2-fold) (Fig. 3b, white bars). This enrichment was abrogated by IWR-1, indicating that Wnt activity is required for the haematopoietic commitment of E^+^F^+^ cells (Fig. 3b, black bars). The inhibitory effect was not observed in cells negative for Eng (E^−^F^+^; Fig. 3b). Consistent with the previous data^25^, only very few haematopoietic colonies were observed when the Flk-1-negative cell population was assayed (E^+^F^−^ and E^−^F^−^; Supplementary Fig. 3a). To determine their cardiac potential, reaggregates from E^+^F^−^ and E^−^F^−^ populations were plated as monolayers in the presence IWR-1. Remarkably, contractile cardiomyocytes were observed only in the E^+^F^−^ group with IWR-1 (Supplementary Movies 1–3). These observations were corroborated by analyses for the cardiac functional *Tnni3* gene (Fig. 3c), which showed prominent expression in the Bry^+^E^+^F^−^ (fourfold higher than unsorted and Bry^+^E^−^F^−^). These results reveal that Eng identifies haematopoietic and cardiac progenitors within early Bry^+^ mesoderm.

To further characterize the molecular signature of these early Bry^+^E^+^F^+^ and Bry^+^E^+^F^−^ blood and cardiac subpopulations, we performed transcriptional profiling by RNA-Seq (Fig. 3d). Among the genes exclusively upregulated in the E^+^F^+^ population, we found *Gata1*, *Gata2*, *Tal1/Scl* and *Klf1* (Fig. 3e), which are known to regulate primitive erythropoiesis during embryogenesis^26^,^27^,^28^, as well as *Gfi1b* (Fig. 3e). On the other hand, the E^+^F^−^ population was characterized by high expression of *Mesp1*, *Mesp2* and *Isl1* (Fig. 3f), key regulators of early cardiac specification^29^,^30^. *Gata4* expression was also found significantly upregulated in the E^+^F^−^ population, while other cardiac-specific genes, *Nkx2.5*, *Tbx5*, *Mef2C* and *Hand2* were expressed at very low levels at this early developmental stage (Supplementary Fig. 3b). These findings are in agreement with the data obtained in the haematopoietic and cardiac assays (Fig. 3b,c; Supplementary Movies 1–3), and confirm that E^+^F^+^ and E^+^F^−^ are, respectively, endowed with haematopoietic and cardiac potential, demonstrating that Eng marks not only haematopoietic potential but also cardiac cell fate within the mesoderm population.

### Jdp2 mediates Eng's effects on haematopoiesis

To define how Eng-mediated BMP and Wnt modulation promotes haematopoietic commitment, we identified genes differentially expressed by IWR-1 in the E^+^F^+^ population (Fig. 4a). Among the genes showing differential expression in the control compared to IWR-1 group, we prioritized *Jdp2* and *Epas1* as candidates. These genes have been reported to be important for adult haematopoiesis^31^,^32^, and our data suggest a novel function in early cell fate specification. The expression levels of these genes were validated by qPCR, and the expression of *Jdp2* and *Epas1* was distinctively inhibited by IWR-1 in the E^+^F^+^ population (Fig. 4b,c).

Recently, Han and colleagues have documented high-resolution RNA sequencing analysis on single mid-gastrulation mouse embryos to assemble a spatial transcriptome that correlated with the patterning of cell fates within the embryo^33^. Using the web portal iTranscriptome (www.itranscriptome.org)^33^, we analysed the expression pattern of various genes expressed in the E^+^F^+^ population (Supplementary Fig. 3c). In support of our RNA-Seq data, we found the expression pattern of *Jdp2* and *Epas1* to be co-localized to that of *Eng* as well as the haematopoietic transcription factor *Gata2*, which were observed in the posterior region at this developmental stage. Interestingly, this region was also found to co-express *Bmp2* and *Wnt3*.

Since the earliest haematopoietic precursors express Eng during embryogenesis^9^, we examined Jdp2 expression in E7.5 embryos. Confocal imaging showed expression of Jdp2 at this early developmental stage, with the majority of Jdp2^+^ cells co-expressing GATA1, indicative of primitive erythrocytes (Fig. 4d). Considering that a subpopulation of Eng^+^ cells co-expresses Gata1 in E7.5 YSs^9^, these data further corroborate Jdp2 as a target of Eng and a novel regulator of early haematopoiesis.

Next, we determined whether Jdp2 or Epas1 would have the capacity to rescue the impaired haematopoiesis observed when E^+^F^+^ cells are exposed to IWR-1 (Fig. 3b). For these rescue experiments, E^+^F^+^ cells were transduced with lentiviral constructs encoding Jdp2 or Epas1 and control vector, reaggregated in the presence of IWR-1 for 24 h, and plated for scoring haematopoietic colony activity. Whereas transduction with Epas1 did not rescue blood formation, Jdp2 was able to counteract the inhibitory effects of IWR-1 on the haematopoietic colony activity of E^+^F^+^ cells (Fig. 4e).

Importantly, iSmad1 S210A mutant day 4 EB cultures that exhibit enhanced haematopoietic colony activity (Fig. 2e), express significantly higher levels of *Jdp2* (Fig. 4f), which correlated with *Smad1* expression (Fig. 4g). To further evaluate the effect of Jdp2 in haematopoiesis, we used a haematopoietic reporter transgenic zebrafish, in which DsRed labels haematopoietic cells that are positive for gata1^34^. For this, *Tg*(*gata1:DsRed*) zebrafish embryos at the 1–2-cell stage were injected with *jdp2-GFP* mRNA or with control *venus* mRNA. In accordance with the findings described above (Fig. 4d–f), *jdp2*-injected embryos displayed enhanced haematopoiesis, as demonstrated by the increased levels of DsRed (gata1^+^) when compared with *venus*-injected control embryos at 48 h.p.f. (Supplementary Fig. 3d). Since the lack of Eng during early blood development results in impaired haematopoietic activity^9^,^10^, which is accompanied by decreased Smad1 phosphorylation^8^,^35^, we next examined whether enforced *Jdp2* expression would counteract the defective haematopoietic phenotype of *Eng*-null EBs. Flk-1^+^ cells isolated from day 3 *Eng*^*−/−*^ EBs were transduced with Jdp2-encoded lentiviral vector or empty vector (control), reaggregated for 24 h, and assayed for haematopoietic colony activity. Significantly increased numbers of haematopoietic colonies were observed upon Jdp2 induction (Fig. 4g), revealing that *Jdp2* is an important downstream effector of Eng. This finding was subsequently validated *in vivo* using Eng-deficient E9.5 YSs, which have defective haematopoietic development^9^. Jdp2-encoding and GFP control lentiviral vectors were introduced into Eng-null (KO) and littermate control (CTL) YSs, and haematopoietic activity was enumerated following their direct plating into methylcellulose-based medium containing haematopoietic cytokines. In agreement with the *in vitro* EB data, we observed rescued haematopoiesis upon Jdp2 transduction in Eng-null YS (Supplementary Fig. 3e). Together, these data demonstrate that *Jdp2* is a key target coordinately regulated by Wnt and Eng that is sufficient to establish haematopoietic fate in early mesoderm.

## Discussion

Our study has revealed Eng as a critical modulator of the crosstalk observed between BMP and Wnt signalling pathways during early cell fate specification of the cardiac and haematopoietic lineages. In this context, Eng ensures the commitment of *Bry*^+^ mesodermal precursors (GFP^+^Eng^+^) towards the haematopoietic lineage by repressing the cardiac program in hemogenic sites. Importantly, we have identified *Jdp2* as a target of Eng-mediated BMP and Wnt signalling, providing a molecular mechanism that illustrates how signalling pathways and their targets orchestrate the haematopoietic commitment of mesoderm.

During embryogenesis, BMP signals are not only required for mesoderm induction but also for blood commitment^36^. Moreover, forced expression of Smad1 enhances hemangioblast activity and the haematopoietic commitment of these cells towards the haematopoietic lineage^37^. Similar to BMP, the Wnt signalling pathway plays pivotal roles in development^38^, and specifically in the haematopoietic system, Wnt signals are required for primitive haematopoiesis^39^,^40^. Interestingly, crosstalk between BMP and Wnt has been reported to be involved in the activation of the haematopoietic program in mesodermal cells^5^,^6^. Our findings provide key insights into the mechanism behind this crosstalk, as they reveal that Eng modulates BMP and Wnt signals to enhance Smad1 activity and ultimately haematopoiesis. We further demonstrated that BMP and Wnt integration via Smad1 is critical to regulate gene expression in mesodermal cells. Notably, Smad1 binding was detected at *Tbx5*, suggesting a potential mechanism of Smad1-mediated *Tbx5* repression. Accordingly, reduced levels of Tbx5 have been reported upon Eng induction^7^. Moreover, we revealed that *Jdp2* is regulated by Eng-mediated BMP and Wnt modulation and plays a critical function in promoting the haematopoietic commitment from early mesoderm. *Jdp2*, an AP-1 family transcription factor, has been reported to modulate chromatin by inhibiting histone acetyltransferase activity^41^. Interestingly, *Jdp2* expression was shown to be important for the lymphoid versus myeloid lineage decision by modulating DNA methylation^42^. Neutrophil activity has been reported to be impaired in *Jdp2*^−/−^ mice^43^. A function for *Jdp2* during embryogenesis had not previously been documented. Based on these studies, we speculate that BMP- and Wnt-mediated *Jdp2* induction may be required for directing epigenetic modification of mesodermal progenitors, allowing them to acquire the haematopoietic fate.

Together, our data support the notion that Eng is critical for the crosstalk between BMP and Wnt pathways during development and contribute to broaden our understanding of the transforming growth factor-β superfamily signalling in embryonic cell fate decisions.

## Methods

### Generation of inducible ES cell lines

WT mSmad1 (ref. 44) was subcloned into the p2Lox TEV FLAG targeting vector. p2Lox TEV FLAG vector was generated by inserting the sequence 5′- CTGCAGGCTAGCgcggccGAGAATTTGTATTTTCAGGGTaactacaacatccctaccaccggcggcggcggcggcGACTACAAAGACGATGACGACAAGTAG-3′ flanked by EcoR1 and Not1 sites into the p2lox plasmid. Smad1 S210A mutant was generated using the Quickchange Mutagenesis kit (Stratagene) following the manufacturer's instructions. Smad1 WT and Smad1 S210A inducible ES cells were generated in A2Lox ES cells^7^. To generate 7TFC;iEng ES cells, iEng ES cells were transduced with a lentiviral vector expressing 7xTcf-FFluc//SV40-mCherry (7TFC, Addgene). iEng ES cells containing the 7TFC transgene were obtained following two rounds of FACS sorting based on mCherry expression using a FACS ARIA instrument (BD).

### Growth and differentiation of ES cells

In addition to the generated ES cell lines described above, E14, Bry/GFP-reporter^25^, *Eng*^−/−^10 and iEng ES cells^7^ were used in this study. ES cell lines were cultured on irradiated mouse embryonic fibroblasts in DMEM (Gibco) supplemented with 1,000 U ml^−1^ LIF (Millipore), 15% inactivated fetal bovine serum (Gibco), 0.1 mM non-essential amino acids (Gibco) and 0.1 mM of β-mercaptoethanol (Sigma). For EB differentiation, ES cells were preplated for 30 min to remove mouse embryonic fibroblasts and then plated in hanging drops (100 cells per 10 μl drop) in EB differentiation medium, IMDM (Gibco) supplemented with 15% fetal bovine serum (FBS; Gibco), 4.5 mM monothioglycerol (Sigma), 100 μg ml^−1^ ascorbic acid (Sigma) and 200 μg ml^−1^ iron-saturated transferrin (Sigma) in 150 mm Petri dishes. After 48 h, EBs were collected and resuspended into 10 cm Petri dishes in 10 ml of EB differentiation medium. These dishes were cultured on a slowly swirling table rotator (80 r.p.m.). To induce appropriate Eng expression during EB differentiation, doxycycline (Sigma) was added to the cultures, at 1 μg ml^−1^, beginning at day 2, except for time window studies. In the studies involving iSmad1 ES cell lines, 3 μM of CHIR99021 or dimethylsulphoxide (vehicle) was added to EB cultures at day 3.5 and 24 h later, cells were collected for EryP CFC assay.

### Zebrafish embryology and imaging

WT and transgenic zebrafish lines, *Tg(7xTCF:mCherry)*^19^, *Tg(cmlc2:EGFP)*^45^ and *Tg(gata1:DsRed)*^34^ were maintained according to the IACUC, UMN approved protocols. The full length of Eng CDS (WT) was PCR amplified using human ENDOGLIN cDNA (Dharmacon, MHS1010-202743199). ENDOGLIN deletion mutant (ΔOD)^20^ was generated using the Quickchange Mutagenesis kit (Stratagene) following the manufacturer's instructions. Then, amplified DNA was cloned into pCS2+ vector. The zebrafish jdp2-GFP construct was generated by synthesis of a double-stranded DNA fragment (gBlock, IDT), containing zebrafish *jdp2* CDS without stop codon and flanked by Nhe1 sites. This fragment was subsequently cloned into pCS2-T2A-GFP vector and sequenced. mRNA was synthesized using the mMESSAGE mMACHINE SP6 kit (Ambion) according to the manufacturer's instructions. Zebrafish embryos were injected with 100 pg of control (*venus* or *mCherry*) or human *ENG* mRNAs (WT and ΔOD) at the one–two-cell stage. For confocal live imaging, micro-injected *Tg(cmlc2:EGFP)* embryos were mounted in low-melt agarose, and imaged using an LSM710 confocal microscope (Carl Zeiss Microscopy). For *in vivo* Wnt signalling tracing, micro-injected *Tg(7xTCF:mCherry)* embryos were dissociated in 0.25% trypsin for 3 min at 37 °C and analysed based on mCherry fluorescence by flow cytometry. For counting cardiac progenitors, micro-injected *Tg(cmlc2:EGFP)* embryos were dissociated in 0.25% trypsin for 3 min at 37 °C and analysed based on EGFP fluorescence by flow cytometry. For evaluation of haematopoiesis, 50 ng of control (*venus*) or zebrafish *jdp2-GFP* mRNAs were injected into *Tg(gata1:DsRed)* embryos. mRNA-injected embryos were dissociated in 0.25% trypsin for 5 min at 37 °C and analysed by flow cytometry for DsRed fluorescence at 48 h.p.f. Approximately 20 embryos were grouped as one sample for qPCR with reverse transcription and cell sorting experiments.

### Mice and embryo explants

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies, and all animal work was approved by the University of Minnesota Institutional Animal Care and Use Committee. Male heterozygous mice bearing an EGFP knock-in into the *Brachyury* locus (GFP/*Bry*^+/−^)^46^ were mated with CD-1 IGS female mice (Charles River Laboratories). *Eng*-deficient embryos were generated by timed mating *Eng*^+/−^ heterozygotes, or Eng^fl/Δ^ to Eng^wt/Δ^, as previously described^9^,^47^. Dox-iEng embryos were generated by timed mating of iEng mice. All YSs were dissociated in 0.25% trypsin for 3 min at 37 °C.

### Generation of iEng transgenic mice

The Dox-iEng ES cell line was generated as previously reported^7^. Mice were derived from the iEng ES cells through blastocyst injection, crossed C57/BL6 to establish a founder bearing the iEng gene and then bred to Rosa-rtTA2SM2 mice^48^ to establish an iEng mouse. Transgenic mice were screened for DNA integration by PCR. To induce Eng expression during gastrulation, 100 μl of 10 mg ml^−1^ doxycycline (Sigma) was given IP to E7.5 time pregnant iEng females.

### Flow cytometry and FACS sorting

Trypsinized EB cells were resuspended in PBS supplemented with 10% FBS containing 0.25 μg per 10^6^ cells of Fc block (eBioscience) and incubated on ice for 5 min. PE-Cy7-conjugated (BioLegend) or PE-conjugated (eBioscience) anti-mouse Eng/CD105 and APC-conjugated anti-mouse Flk-1 (eBioscience) antibodies were added at 0.5 μg per 10^6^ cells and incubated at 4 °C for 20 min before washing with PBS. We analysed stained cells on a FACS Aria after adding propidium iodide (Pharmingen) to exclude dead cells. Day 3 EBs from Bry/GFP ES cells were gated based on GFP expression, and then purified based on the expression of Eng and Flk-1. Individual E8.5 iEng embryo was removed from YS and dissected into head forming region. Both YSs and head forming region of embryos were dissociated in 0.25% trypsin for 3 min at 37 °C. Trypsinized embryos and YSs were analysed by flow cytometry using PE-conjugated anti-mouse PDGFRα, APC-conjugated anti-mouse Flk-1 (eBioscience) and PE-Cy7-conjugated anti-mouse Eng/CD105 (BioLegend) antibodies. Trypsinized zebrafish embryos were stained with PE-conjugated anti-human Eng/CD105 antibody (eBioscience). All antibodies were added at 0.5 μg per 10^6^ cells. Data were analysed using FlowJo Version 7.6.5 software (TreeStar).

### Lentiviral transduction

Cells that had been dissociated from E8.5 GFP/*Bry*^+/−^ embryo explants were transduced either with empty vector control (pSAM-iresGFP) or a lentiviral vector encoding Eng (pSAM-Eng), reaggregated in 1 ml EB medium on low-adherent 24-well plates. After 24–48 h, reaggregates were used for cardiac differentiation studies, as described below. For differentiating ES cells, the E^+^F^+^ subfraction purified from day 3 Bry/GFP EBs were transduced either with lentiviral vector encoding Jdp2 (pRRL-Jdp2) or Epas1 (pRRL-Epas1). As a control, a cohort was transduced with empty vector (pRRL-dsRed). For E9.5 YSs, dissociated YSs were divided in two and transduced either with lentiviral vector encoding Jdp2 (pRRL-Jdp2) or empty vector (pRRL-GFP). Spin-infections were performed at 1,100*g* for 1 h and 30 min at 30 °C and then incubated in the presence of the lentivirus for an additional 24 h at 37 °C.

### Haematopoietic CFC assays

Cells from day 4 EBs or reaggregates were plated at 5 × 10^4^ cells into 1.5 ml of methylcellulose medium containing interleukin-3, interleukin-6, erythropoietin (EPO) and SCF (M3434; StemCell Technologies). In the studies involving YS, 10,000 cells from E8.5 iEng YSs or E9.5 Eng-floxed YSs were plated directly into M3434 and cultured in a humidified low-oxygen (5%) incubator at 37 °C. Primitive erythroid colonies were counted after 5 days, and definitive haematopoietic colonies were scored 7–10 days after plating.

### Cardiac differentiation

Reaggregates from EB-sorted cells were plated on gelatinized plates in IMDM medium with 2% FBS and 10 μM IWR-1 (Sigma). Reaggregates from E8.5 embryo explants were plated on OP9 monolayer in the absence or presence of 10 μM IWR-1.

### Immunofluorescence staining

Cells for immunofluorescence staining were fixed with 4% paraformaldehyde in PBS, and blocked with 5% bovine serum albumin (BSA) in PBS. cTnI (1:250, Abcam) and anti-Goat Cy3 (1:500, Jackson Laboratory) were used as primary and secondary antibodies, respectively. To detect the nuclei, after washing, samples were stained with HOECHST H1399 (1:2,000, Life Technologies). For quantification, the size of cTnI-positive (cTnI^+^) cells from embryo explants were measured by ImageJ (NIH). For YS analysis, dissected embryos were fixed in 2% paraformaldehyde for 20 min, subsequently incubated in 5 and 15% sucrose solutions until embryos decanted and then frozen in 7.5% gelatin. Cryosections were incubated with anti-Jdp2 (1:100, Santa Cruz) and anti-Gata1 (1:100, Santa Cruz) antibodies overnight at 4 °C. Reactions were detected after 1 h of incubation with anti-Rabbit Alexa Fluor 555 (1:400, Invitrogen) and anti-Rat 488 (1:400, Jackson Laboratory). Staining was visualized by laser confocal scanning (Zeiss LM510).

### Western blotting

EB cell lysates were prepared using 1 × RIPA buffer (150 mM NaCl, 50 mM Tris-HCl, pH 7.5, 1 mM EDTA, 1% Triton, 1% sodium deoxycholate and 0.1% SDS) supplemented with Complete Protease Inhibitor Cocktail (Roche) and PhosSTOP (Roche), and quantified with Bradford reagent (Sigma). Samples were prepared in Laemmli buffer (BioRad) and loaded on gels for SDS–polyacrylamide gel electrophoresis. Proteins were transferred to a polyvinyl difluoride membrane (Millipore). The following primary antibodies were applied at the indicated dilution in Primary Antibody Signal Boost Immunoreaction Enhancer (Calbiochem); phosphorylated Smad1/5/8 (S465/8 and S426/8, 1:1,000, Cell Signaling), Smad1 (1:3,000, Abcam), cTnI (1:1,000, Abcam), β-active Catenin (1:1,000, Millipore), pGsk3α/β (S21/S9, 1:1,000, Cell Signaling). Gapdh (Abcam) and actin (Millipore) were diluted at 1:3,000 with 5% BSA in 1 × TBS–Tween 20. All primary antibodies were incubated for 12 h at 4 °C on a shaker. Enhanced chemiluminescence peroxidase-labelled anti-mouse and anti-rabbit antibodies (GE Biosciences) were diluted at 1:20,000 with 5% BSA in 1 × TBS–Tween 20. After washing the membranes, SuperSignal West Pico Chemiluminescent Substrate (ThermoScientific) was utilized to detect the horseradish peroxidase signal. All uncropped western blots can be found in Supplementary Fig. 4.

### Reporter assay

Wnt activity was measured in iEng;7TFC reporter ES cells, in which fire fly luciferase reflects β-catenin expression (7xTcf-FFluc//SV40-mCherry; Addgene). To stimulate the Wnt pathway, 3 μM CHIR99021 (Millipore) was added to the culture medium at day 3 of EB differentiation. EBs were collected at 30 min, 1 and 3 h after Wnt stimulation. A control sample was collected before Wnt stimulation, which we consider 0 h sample. To measure bioluminescence in these samples, we utilized the Dual-luciferase reporter assay system (Promega), and luciferase activity was analysed using the Sirus Luminometer (Berthold Detection Systems).

### RNA isolation, gene expression and RNA-Seq

Cells from explants, YSs, zebrafish embryos and total EBs were resuspended in Trizol (Life Technologies) and processed following the manufacturer's instructions. RNAs from sorted cells were retro-transcribed using Superscript Vilo (Life Technologies) and the rest RNAs were retro-transcribed using Thermoscript (Life Technologies). TaqMan probes (Life Technologies) were used. For globins, we designed customized primer/probe sets (all shown 5′–3′): beta-major F, AGGGCACCTTTG CCAGC; beta-major R, GGCAGCCTCTGCAGCG; beta-major probe, 6FAM-CGTGATTG TGCTGGGCCACCACCT-TAMRA. Embryonic F, CCTCAAGGAGACCTTTGCTCAT; embryonic R, CAGGCAGCCTGCACCTCT; embryonic probe, 6FAM-CAACATGTTGG TGATTGTCCTTTCT-TAMRA.

For RNA-Seq, 100 ng of total RNA for each sample was treated with DNase1 amplification grade (Life Technologies) following the manufacturer's instructions. Sequencing libraries were generated from 100 ng of total RNA using the TruSeq RNA Sample Preparation kit (Illumina) and quantitated using the Qubit fluorometer (Life Technologies) following the manufacturer's instructions. The libraries were then pooled six samples per lane using 35 ng per sample for a 51+8+8 cycle (to accommodate 8+8 indexed samples in other lanes) Single Read run on the HiSeq 2500 (Illumina) by high-output run sequencing. The sequencer outputs were processed using Illumina's CASAVA-1.8.2 basecalling software. Demultiplexing assigned ∼475 million reads across the 18 samples, ranging from 23 to 30 million reads per sample. Of the assigned reads, ∼2.5 million were discarded for low quality or the presence of sequencing adaptors in the reads. Each sample's reads were then processed using RSEM version 1.2.3 (with bowtie-0.12.9 for the alignment step)^49^,^50^. Percentage of reads mapped to the transcriptome ranged from 88 to 93%.

### ChIP, library generation, sequencing and data analysis

ChIP was performed following the protocol described by Young and colleagues^51^ with minor modifications. In brief, D4 EBs were trypsin-treated at 37 °C for 1 min with gentle shacking and reaction was inhibited by adding 10%FBS/PBS. Single cells were washed once with PBS, resuspended in 10%FBS/PBS and supplemented with formaldehyde (final concentration 1%) for crosslinking of protein–DNA complexes (10 min at room temperature) followed by quenching with glycine. Cells were snap-frozen in liquid nitrogen and stored at −80 °C if not processed immediately. Cell pellets were incubated in lysis buffer LB1 supplemented with protease inhibitors (50 mM HEPES KOH, pH7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-100+Complete-mini—Roche) for 10 min at +4 °C followed by incubation in buffer LB2 supplemented with protease inhibitors (10 mM Tris-HCl, pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA+Complete-mini—Roche) for 10 min at +4 °C. Cell pellet was then resuspended in LB3 supplemented with protease inhibitors (10 mM Tris–HCl, pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% *N*-lauroylsarcosine+Complete-mini—Roche) and then sonicated with a Branson sonicator at 18% power for 1 min with intervals of 10 s ON–10 s OFF. Each sample was subjected to five to six cycles of sonication to reach an average chromatin size of 300 bp. After shearing, samples were centrifuged for 10 min at 16,000*g* and snap-frozen in liquid nitrogen if not processed immediately. For each ChIP, 20 μg of chromatin (diluted to 400 μl) was precleared for 4 h at 4 °C with 15 μl of BSA-blocked Protein A-conjugated sepharose beads (GE healthcare) and then supplemented with 1/10 volume of 10% Triton X-100. Immunoprecipitation was performed by overnight incubation with normal rabbit IgG (8 μg—Santa Cruz Biotechnology) or anti-Smad1 antibody (1:25—Cell Signaling Technology #9743). Immune complexes were recovered by incubation with 15 μl of BSA-blocked Protein A-conjugated sepharose beads for 4 h at 4 °C and then washed five times with RIPA wash buffer (50 mM HEPES KOH, pH7.5, 500 mM LiCl, 1 mM EDTA, 1% NP40, 0.25% Triton X-100 and 0.7% sodium deoxycholate) and one time with TEN buffer (10 mM Tris-HCl, pH 8, 1 mM EDTA and 50 mM NaCl). Immunoprecipitated chromatin was recovered by incubating beads with 200 μl of elution buffer (50 mM Tris–HCl, pH 8, 10 mM EDTA and 1% SDS) for 20 min at 65 °C. Chromatin from immunoprecipitation and input (equivalent to 1% of starting material) was reverse crosslinked overnight at 65 °C, then diluted 1:1 with TE (10 mM Tris–HCl, pH 8, and 1 mM EDTA) supplemented with 4 μl of RNaseA 20 mg ml^−1^ and incubated for 2 h at 37 °C followed by Proteinase K treatment (4 μl of 20 mg ml^−1^ stock for each sample) for 30 min at 55 °C. DNA was purified by Phenol–chloroform–isoamyl alcol extraction (twice) followed by chloroform extraction, then supplemented with 1/10 of volume of 3 M sodium acetate, pH 5, and 1.5 μl of glycogen and precipitated with two volumes of 100% ethanol at −80 °C for >1 h. Followed 30 min centrifuge at 16,000*g*, pellet was washed with 75% ethanol, air-dried and dissolved in 45 μl H_2_O. qPCR was performed in a final volume of 10 μl using SYBR Premix Ex Taq II (Clontech), 0.5 μl of 1.4 μM primer stock and 0.3 μl sample/reaction, and run on a 384-well plate on a ABI7900HT instrument (Applied Biosystems). The following primers were used for qPCR. 

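Each assay's primers were matched to the mm10 sequence around its gene. The Id1 amplicon is 80 bp long, on chromosome 2 from 152735166 to 152735245, centred 1045 bp upstream of the transcript start. It reads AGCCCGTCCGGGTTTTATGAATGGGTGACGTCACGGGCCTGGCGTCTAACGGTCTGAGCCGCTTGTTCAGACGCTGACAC and lies within a DMSO peak of QESEQ, in no MACS peak and in no peak called with IWR-1. The Id2 amplicon is 96 bp long, on chromosome 12 from 25098897 to 25098992, centred 1805 bp upstream of the annotated gene and 2853 bp upstream of its main transcript. It reads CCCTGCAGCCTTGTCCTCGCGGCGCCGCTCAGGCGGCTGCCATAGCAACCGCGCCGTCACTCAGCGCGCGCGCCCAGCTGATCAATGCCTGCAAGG, holds the GC-rich Smad element GGCGCC and overlaps the common DMSO site and a peak of every list. The Tbx5 amplicon is 98 bp long, on chromosome 5 from 119840616 to 119840713 in intron 3, centred 6002 bp downstream of the main transcript's start and 7997 bp from the start of the annotated gene. It reads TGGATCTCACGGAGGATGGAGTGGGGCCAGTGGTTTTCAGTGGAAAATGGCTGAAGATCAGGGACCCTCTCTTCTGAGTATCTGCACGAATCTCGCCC and overlaps the common DMSO site and a peak of every list.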

Id1 −1 Kb-FW: 5′-AGCCCGTCCGGGTTTTATG-3′; Id1 −1 Kb-RV: 5′-GTGTCAGCGTCTGAACAAGC-3′; Id2 −2 Kb-FW: 5′-CCCTGCAGCCTTGTCCTC-3′; Id2 −2 Kb-RV: 5′-CCTTGCAGGCATTGATCAGC-3′; Tbx5 +6 Kb-FW: 5′-TGGATCTCACGGAGGATGGA-3′; Tbx5 +6 Kb-RV: 5′-GGGCGAGATTCGTGCAGATA-3′.

Libraries were generated following a gel-free protocol using AMPure XP beads (Beckman Coulter) for all the purification and size selection steps. An amount of 10 ng or less of DNA was end-repaired using End-it DNA end repair (Epicentre), then A-tailed using Klenow Fragment (3′→5′ exo^−^, NEB) followed by adapter-barcode ligation using T4 DNA ligase (Enzymatics). Illumina compatible adapter-barcodes were purchased from BIOO scientific. After ligation, DNAs were negatively size selected using 0.5 × Ampure XP beads and unbound DNAs were positively size selected by adding 0.4 × Ampure XP beads (this step allows for retention of DNA fragments ranging 200–500 bp). Libraries were amplified using Phusion High Fidelity PCR master mix 2 × (NEB) with a 16-cycle program. Purified libraries were then submitted to the University of Minnesota Genomic Center (UMGC) for quantification, quality control and sequencing. Libraries were pooled and sequenced on a lane of Single-End run on a HiSeq2500 operated at High-Output mode (Illumina). The sequencer outputs were processed using the Galaxy platform^52^ available at the Minnesota Supercomputing Institute. Demultiplexing assigned ∼134 million reads across the four samples, ranging from 30 to 36 million reads per sample. Each sample's reads were then aligned to the mouse genome (mm10) using Bowtie2 (ref. 53) followed by the removal of PCR duplicates using the SAM tool rmdup 1.0.1 (ref. 54). 

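The deposited list of common DMSO sites can be rebuilt from the MACS and QESEQ lists. Keeping the QESEQ peaks for which a MACS peak covers at least 50% of the QESEQ peak and is itself covered for at least 50% gives 10466 intervals, and all 10466 are those of the deposited list. An overlap of 1 bp would keep 11193 QESEQ peaks, or 11181 peaks when counted from the MACS list. At least 50% of the smaller peak would keep 11172. The text of the methods does not name a minimum overlap. Of the 10466 sites, 1108 had a MACS score of at least 100.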

Peak calling was performed using both MACS 1.0.1 (ref. 55) (parameters: -s 51 -bw 300, -p 1e-05 -m 32) and QESEQ^56^ (parameters: -s 100 -c 15 -p 0.05) and only common peaks between the outputs of both algorithms were further considered. Biwwig files for visualization on IGV^57^ were generated by converting the wig files obtained from MACS using the Galaxy tool Wig-to-BigWig. Density maps were generated with SeqMiner^58^ using the enrichment file enr.sgr produced by QESEQ.

### Statistical analysis

Differences between two groups were assessed by using the Student's *t*-test. Differences between multiple groups were assessed by analysis of variance. The R package EBSeq^59^ was used to identify genes expressed differentially between one sample type and one or more others. Those genes reported by EBSeq to have a posterior probability of differential expression of 0.50 or greater were then filtered to select only those with median-normalized TPM >16 in at least one sample, and a fold change of at least 2 between the mean of the median-normalized expected counts (EC) of the control samples versus that of the others. Heatmaps of relative expression display for each gene G and sample S the value log_2_ ((1+median-normalized EC(G,S))/(1+mean overall S_i_ median-normalized EC(G, S_i_)).

### Data availability

RNA-Seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE85855. ChIP-seq data have been deposited in the GEO database under accession code GSE85797. All other relevant data are available from the corresponding author on request.

## Additional information

**How to cite this article:** Baik, J. *et al*. Endoglin integrates BMP and Wnt signalling to induce haematopoiesis through JDP2. *Nat. Commun.* **7,** 13101 doi: 10.1038/ncomms13101 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-4

Supplementary Movie 1 Contractile cardiomyocytes are observed only in the E^+^ F^-^ sub-fraction. Reaggregates from unsorted, E^+^ F^-^ and EF^-^ sub-fractions were plated as monolayer onto OP9 stromal cells for 5 days in the presence of IWR-1 or DMSO. Only IWR-1-treated E^+^ F^-^ cultures generated spontaneously beating cardiomyocytes (a). Reaggregates from unsorted cells (b) and EF^-^ cells (c) do not generate beating cardiomyocytes.

Supplementary Movie 2 Contractile cardiomyocytes are observed only in the E^+^ F^-^ sub-fraction. Reaggregates from unsorted, E^+^ F^-^ and EF^-^ sub-fractions were plated as monolayer onto OP9 stromal cells for 5 days in the presence of IWR-1 or DMSO. Only IWR-1-treated E^+^ F^-^ cultures generated spontaneously beating cardiomyocytes (a). Reaggregates from unsorted cells (b) and EF^-^ cells (c) do not generate beating cardiomyocytes.

Supplementary Movie 3 Contractile cardiomyocytes are observed only in the E^+^ F^-^ sub-fraction. Reaggregates from unsorted, E^+^ F^-^ and EF^-^ sub-fractions were plated as monolayer onto OP9 stromal cells for 5 days in the presence of IWR-1 or DMSO. Only IWR-1-treated E^+^ F^-^ cultures generated spontaneously beating cardiomyocytes (a). Reaggregates from unsorted cells (b) and EF^-^ cells (c) do not generate beating cardiomyocytes.

## Figures and Tables

**Figure 1:**
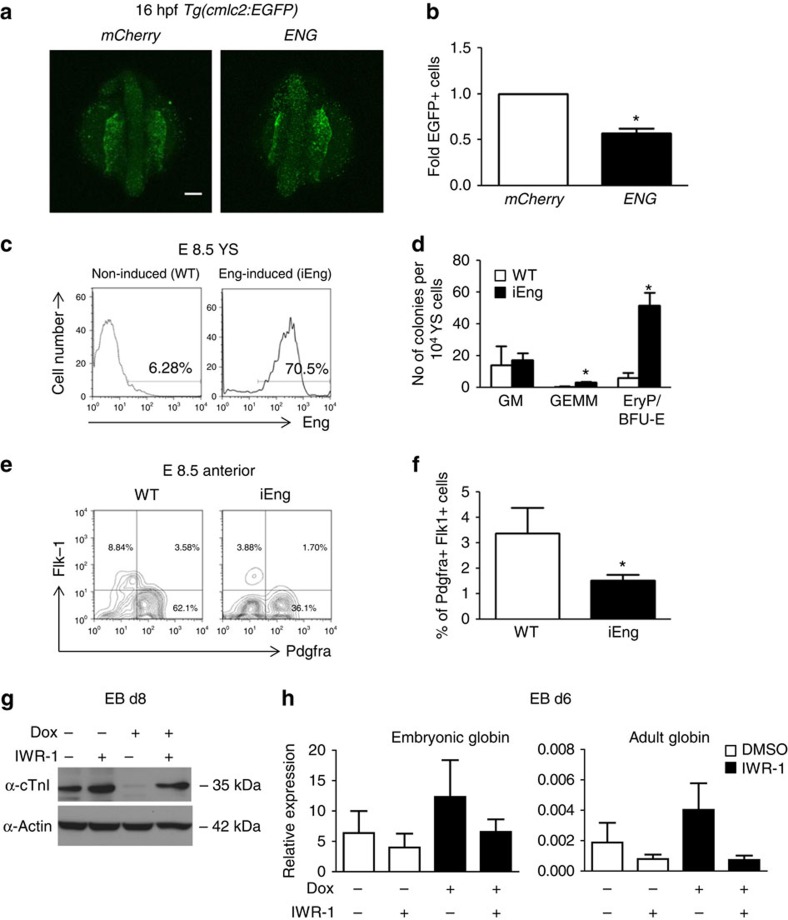
The dual effect of endoglin in early cell specification requires Wnt activation. (**a**,**b**) *ENDOGLIN (ENG)* and control *mCherry* mRNAs were injected into *Tg(cmlc2:EGFP)* zebrafish embryos. (**a**) Embryos were imaged to visualize cardiac progenitors (EGFP^+^ cells) at 16 h.p.f. All views are dorsal. Scale bar, 100 μm. (**b**) Graph bars show the fold difference of EGFP^+^ cells, quantified by FACS, between *ENG*- and *mCherry*-injected embryos, which show reduced frequency of cardiac progenitors upon ENG induction. Bars represent s.e.m. from three independent experiments. *P<0.05 by *t*-test. (**c**–**f**) YSs and anterior regions of E8.5 endoglin-induced mouse embryos were collected and analysed for haematopoietic and cardiac potential, respectively. (**c**) FACS analyses show induction of endoglin expression in the yolk sac of E8.5 iEng mice (right panel). (**d**) YSs from Eng-induced and control (WT) counterparts were assessed for their haematopoietic activity. Significant increased numbers of erythroid and GEMM colonies were observed upon endoglin induction. Error bars indicate s.e.m. from two litters of E8.5 Eng-induced (*n*=13) and WT littermate control (*n*=4) YSs. *P<0.05 by *t*-test. (**e**) Representative FACS profiles for the expression of Pdgfra and Flk-1 in the anterior regions of E8.5 endoglin-induced mouse embryos and control (WT) counterparts. (**f**) Quantification of Pdgfra^+^Flk-1^+^ cells confirms cardiac suppression upon induction of endoglin. Bars indicate s.e.'s from two litters of E8.5 Eng-induced (*n*=13) and WT littermate control (*n*=4) embryos. *P<0.05 by *t*-test. (**g**,**h**) iEng ES cells were differentiated as EBs. Dox was added to EB cultures from day 2, and IWR-1 from day 4 to 6. EB cultures were analysed for cardiac and haematopoietic differentiation at days 8 and 6, respectively. (**g**) Western blot analyses reveal rescue of cTnI expression in Eng-induced EBs that had been treated with IWR-1. (**h**) Gene expression analysis for embryonic and adult globins demonstrates that IWR-1 counteracts the stimulatory effect of endoglin in erythropoiesis. Transcript levels are normalized to *Gapdh*. Bars indicate s.e.'s from three independent experiments.

**Figure 2:**
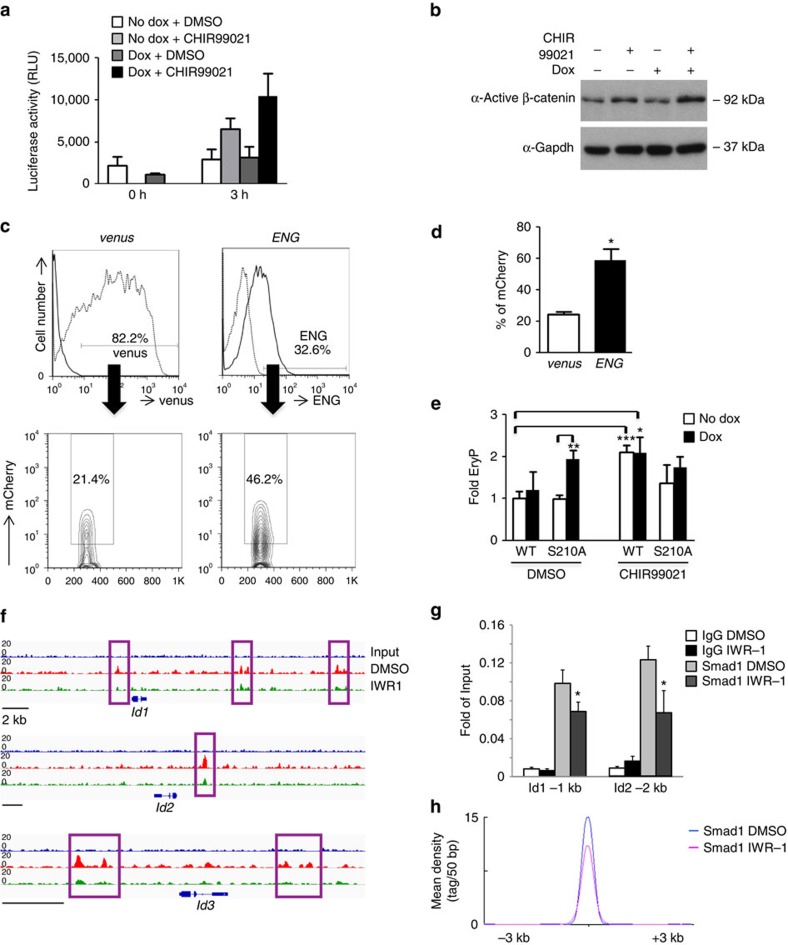
Endoglin-mediated Wnt activation enhances Smad1 activity to promote haematopoiesis. (**a**,**b**) A β-catenin-dependent reporter (7TFC) was introduced into the iEng ES cell line (7TFC:iEng). 7TFC:iEng ES cells were differentiated as EBs, and dox was added to the culture medium from day 2. The GSK3β-inhibitor CHIR99021 was added to cultures 24 h later, and samples were collected at 0 and 3 h. (**a**) Luciferase activity denotes Wnt stimulation in these cultures, and peak is observed after 3 h solely in endoglin-induced EB samples that had been exposed to CHIR99021. Graph is representative of three independent experiments. (**b**) Respective western blot analyses for active β-catenin in EB cultures following 3 h of Wnt stimulation. Consistently, higher levels of active β-catenin are observed in cultures that had been exposed to dox (iEng) and CHIR99021. Gapdh was used as loading control. (**c**,**d**) *ENG* and control *venus* mRNAs were injected into *Tg(7xTCF:mCherry)* zebrafish embryos. (**c**) Representative FACS profiles for mCherry expression in micro-injected embryos. mCherry expression from *venus-* and *ENG-*injected groups were gated in either venus- or ENG-positive cells, respectively. (**d**) Quantification of mCherry^+^ cells confirms enhanced Wnt activity upon ENG overexpression. Bars represent s.e.m. from three independent experiments. *P<0.05 by *t*-test. (**e**) Haematopoietic activity in D4 EBs in ES cells that had been engineered to inducibly express Smad1 carrying a mutation at the GSK3β conserved site (S210) or WT Smad1. Dox was added from day 2 to 4 of EB differentiation and CHIR99021 was added from day 3 to 4. Bars indicate s.e.'s from three independent experiments. *P<0.05, **P<0.01, ***P<0.001 by *t*-test. (**f**) Integrative Genome Viewer (IGV) tracks for *Id1*, *Id2* and *Id3* genomic regions from Smad1 ChIP-seq experiment performed on D4 EBs treated for 24 h with dimethylsulphoxide (DMSO) or IWR-1. Squares indicate Smad1 bound regions. Scale bar, 2 Kb. (**g**) Validation of Smad1 binding at the Id1 (−1 Kb) and Id2 (−2 Kb) sites by ChIP–qPCR. Graph represents the average plus s.e. from five independent experiments. IWR-1 treatment decreases Smad1 binding at these two sites. *P<0.05 by *t*-test. (**h**) Tag density distribution of ChIP-seq reads across a ±3 kb region centered on Smad1 peaks. IWR-1 treatment affects the genome wide binding of Smad1.

**Figure 3:**
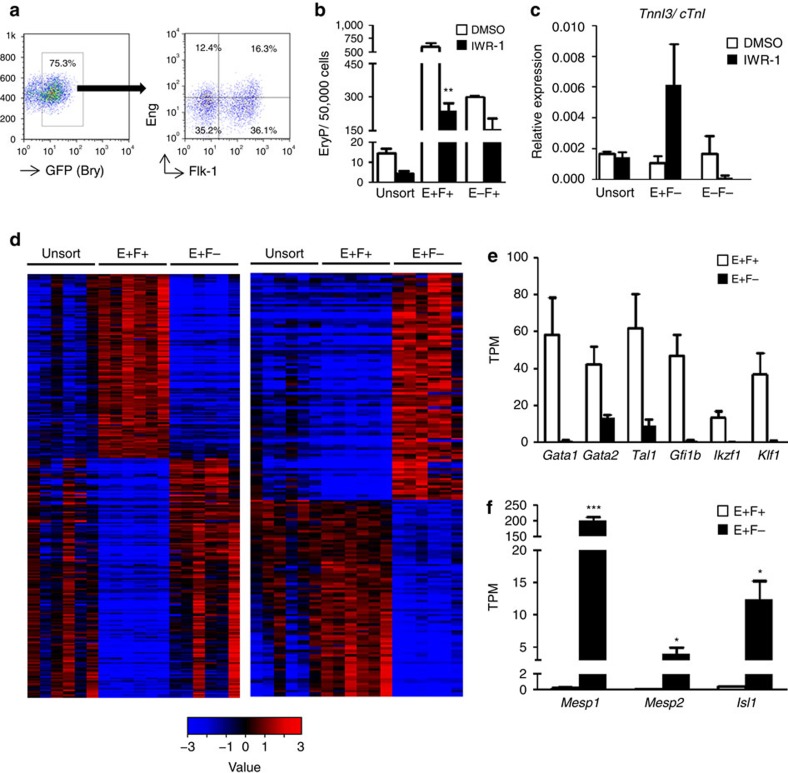
Endoglin identifies cells with both haematopoietic and cardiac potential from Bry^+^ mesoderm. (**a**) Representative FACS plots show GFP (Bry) expression in day 3 EBs (left) and subsequent analysis of gated GFP^+^ (Bry^+^) cells for the expression of Eng and Flk-1 (right). Subfractions were sorted, reaggregated for 24 h and subsequently used for analysis (**b**,**d**–**f**) or further differentiation (**c**). (**b**) Primitive erythroid colony activity in E^+^F^+^ and E^−^F^+^, and unsorted reaggregates show increased numbers of EryP colonies in the E^+^F^+^ subfraction (white bar), which is specifically abrogated by IWR-1 (black bar). Bars indicate s.e.'s from three independent experiments. **P<0.01 by *t*-test. (**c**) Cardiac potential. Reaggregates from unsorted, E^+^F^−^ and E^−^F^−^ subfractions were plated as monolayer for 5 days in the presence of IWR-1 or dimethylsulphoxide (DMSO) and analysed for the expression of *cTnni3/cTnI*. (**d**–**f**) Heatmap of RNA-Seq analysis shows genes that are distinctly expressed in either E^+^F^+^ or E^+^F^−^ (**d**). Analyses were performed with three independent biological samples. Values are log_2_(estimated expression/mean estimated expression of the row), with blue indicating negative values. (**e**) Expression levels of selected haematopoietic genes found upregulated in the E^+^F^+^ subfraction are shown as median-normalized transcripts per million (TPM). (**f**) Early cardiac transcription factors *Mesp1*, *Mesp2* and *Isl1* are selectively expressed in the E^+^F^−^ subfraction. *P<0.05; ***P<0.001 by *t*-test.

**Figure 4:**
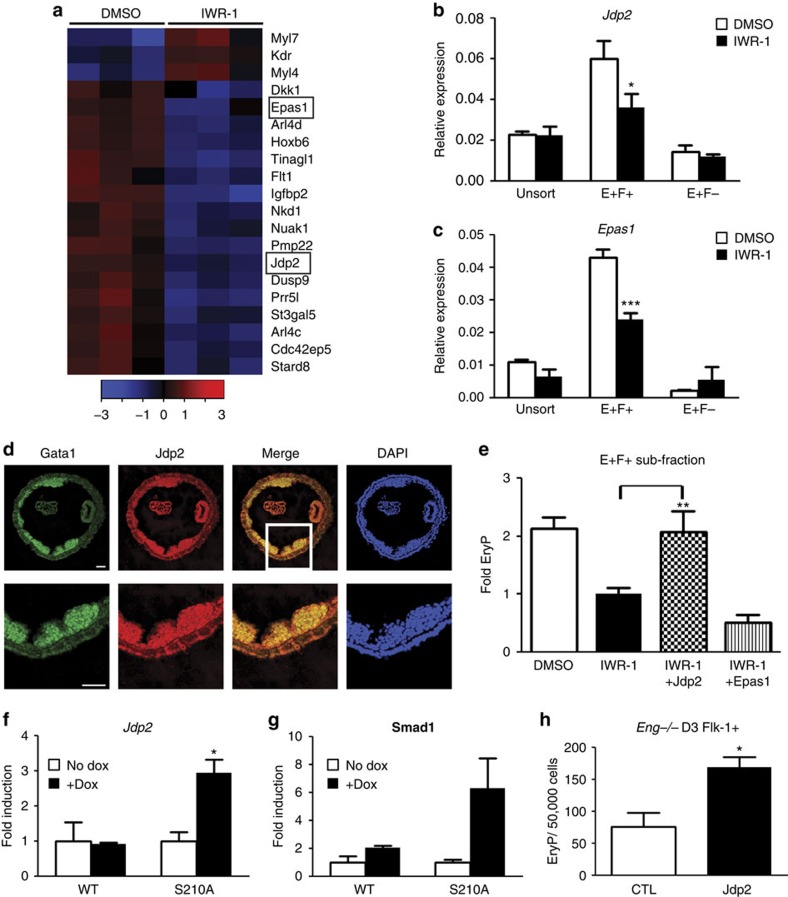
Jdp2 is a target of Eng-mediated BMP and Wnt signals to enhance haematopoietic commitment. (**a**) Heatmap of E^+^F^+^ RNA-seq from EB samples treated either with dimethylsulphoxide (DMSO) or IWR-1. Heatmap values are log_2_(estimated expression/mean estimated expression of the row), with blue indicating negative values. (**b**,**c**) Validation qPCR confirms that haematopoietic candidate genes *Jdp2* (**b**) and *Epas1* (**c**) are mostly expressed in the E^+^F^+^ fraction, and this is counteracted by IWR-1. Data represent three independent biological samples. *P<0.05; ***P<0.001 by *t*-test. (**d**) Confocal images of E7.5 YS cryosections reveal that Jdp2 is expressed in Gata1^+^ primitive erythrocytes present within the blood island. Close-up images (white box) are shown in the lower panel. 4,6-Diamidino-2-phenylindole (DAPI) stains the nuclei. Scare bars, 50 μm. (**e**) Enforced expression of Jdp2 rescues erythroid colony activity in E^+^F^+^ cells cultured in the presence of IWR-1, whereas Epas1 does not. Bars indicate s.e.'s from three independent experiments. **P<0.01 by one-way analysis of variance. (**f**,**g**) Expression levels of *Jdp2* (**f**) and *Smad1* (**g**) in day 4 EBs from inducible WT and S210A mutant Smad1 ES cells. Transcript levels are normalized to no dox group. Bar indicates s.e.'s from two independent experiments. *P<0.05 by *t*-test. (**h**) Enforced expression of Jdp2 rescues impaired primitive erythroid colony activity of Flk-1^+^ cells from *Eng*^−/−^ day 3 EBs. Bars indicate s.e.'s from two independent experiments. *P<0.05 by *t*-test.

# Supplementary material for: Endoglin integrates BMP and Wnt signalling to induce haematopoiesis through JDP2
**Source:** Nat Commun. 2016 Oct 7;7:13101. doi: 10.1038/ncomms13101
**Supplement:** Supplementary Information — Supplementary Figures 1-4

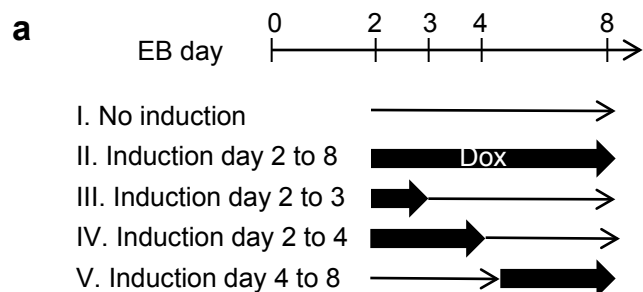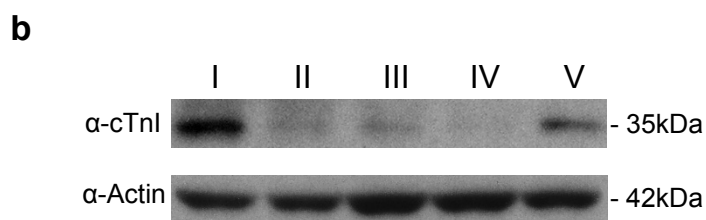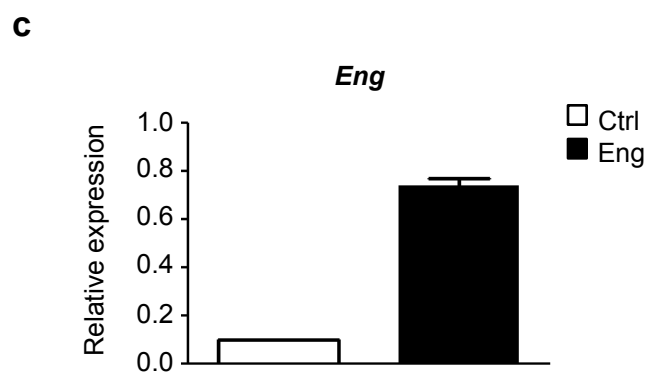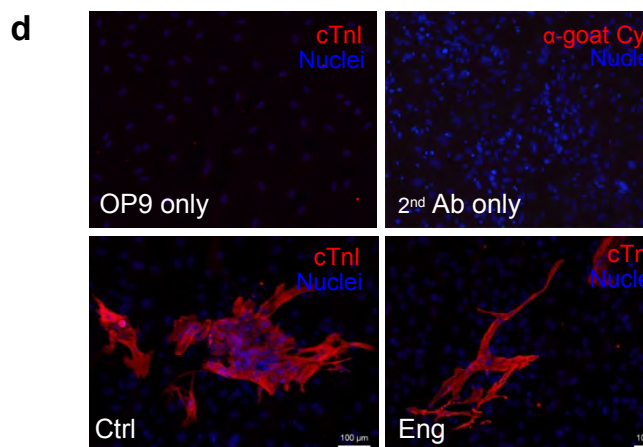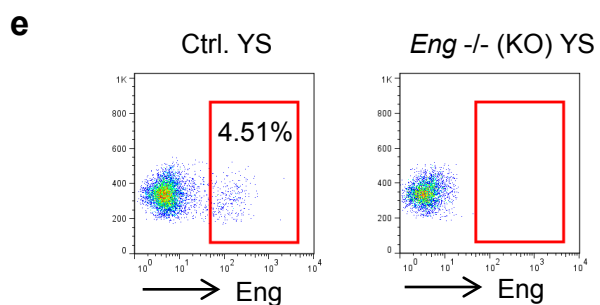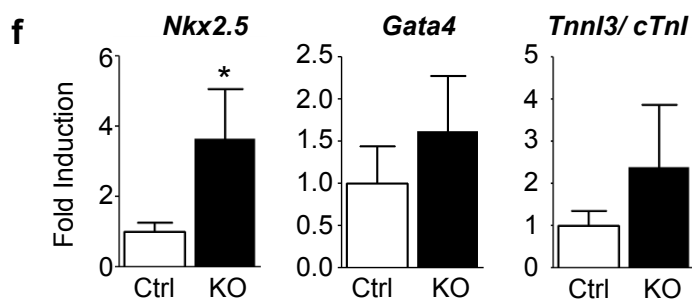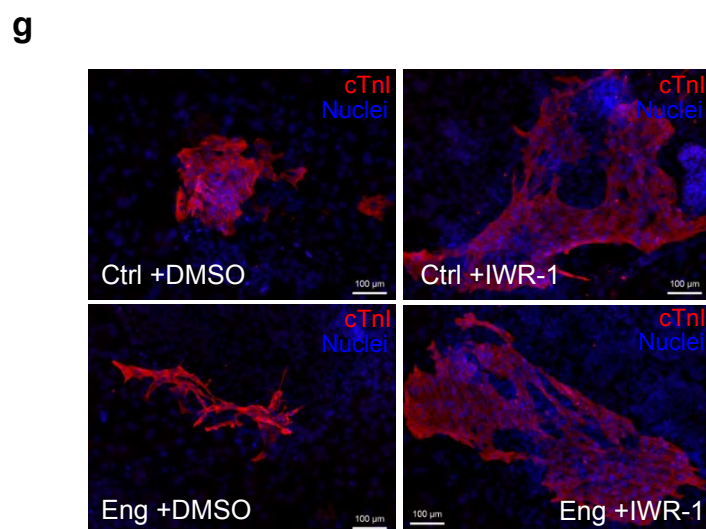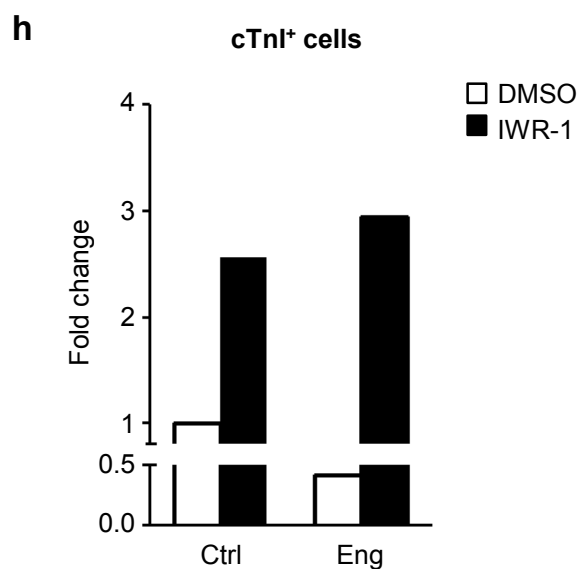

### **Supplementary Figure 1. Effect of endoglin induction on cardiac differentiation.**

(a) Outline of time windows of endoglin induction during EB differentiation (D2-D8). The following 5 experimental groups were investigated: I) no dox added to cultures, II) dox added for the whole period from D2-D8 of EB differentiation, III) dox added for 24 hours from D2-D3, IV) dox added for 48 hours from D2-D4, and V) dox added for 96 hours from D4-D8. (b) Western blot analyses for cTnI in day 8 EB cultures reveal that early endoglin induction (II, III, IV) suppresses cardiac differentiation.  $\alpha$ -Actin was used as loading control. (c-d) Effect of endoglin induction in embryo explants. (c) qPCR analyses confirm up-regulation of Endoglin in E8.5 mouse explants that had been transduced with Eng lentivirus (pSAM-Eng) when compared to control cultures transduced with empty vector (pSAM). (d) Immunostaining for cTnI reveals the presence of several and large clusters of cardiac cells in control (Ctrl) explants cultured onto OP9 stromal cells (lower left), whereas endoglin-induced explants displayed smaller and fewer cTnI+ clusters (lower right). cTnI is shown in red and nuclei in blue. Scale bars: 100 $\mu$ m (e-f) Expression of cardiac genes in the YS of Eng<sup>-/-</sup> embryos. (e) FACS analyses confirm the null phenotype (right panel). (f) Up-regulation of Nkx2.5 in the yolk sacs of Eng<sup>-/-</sup> mice. Bars indicate standard errors from 2 independent experiments. Eng<sup>-/-</sup> YS (n=3) and control YS (n=5). \* $p < 0.05$  by *t*-test. (g and h) Rescued cardiogenesis when Eng-induced embryo explants are treated with IWR1. (g) Representative immunostaining for cTnI. Control cultures were treated with DMSO (left panels). Scale bars: 100 $\mu$ m. (h) Quantification of cTnI staining (g) confirms rescue of cardiac suppression when endoglin-induced explants are treated with IWR-1. Results are shown as fold-change of cTnI+ cells.

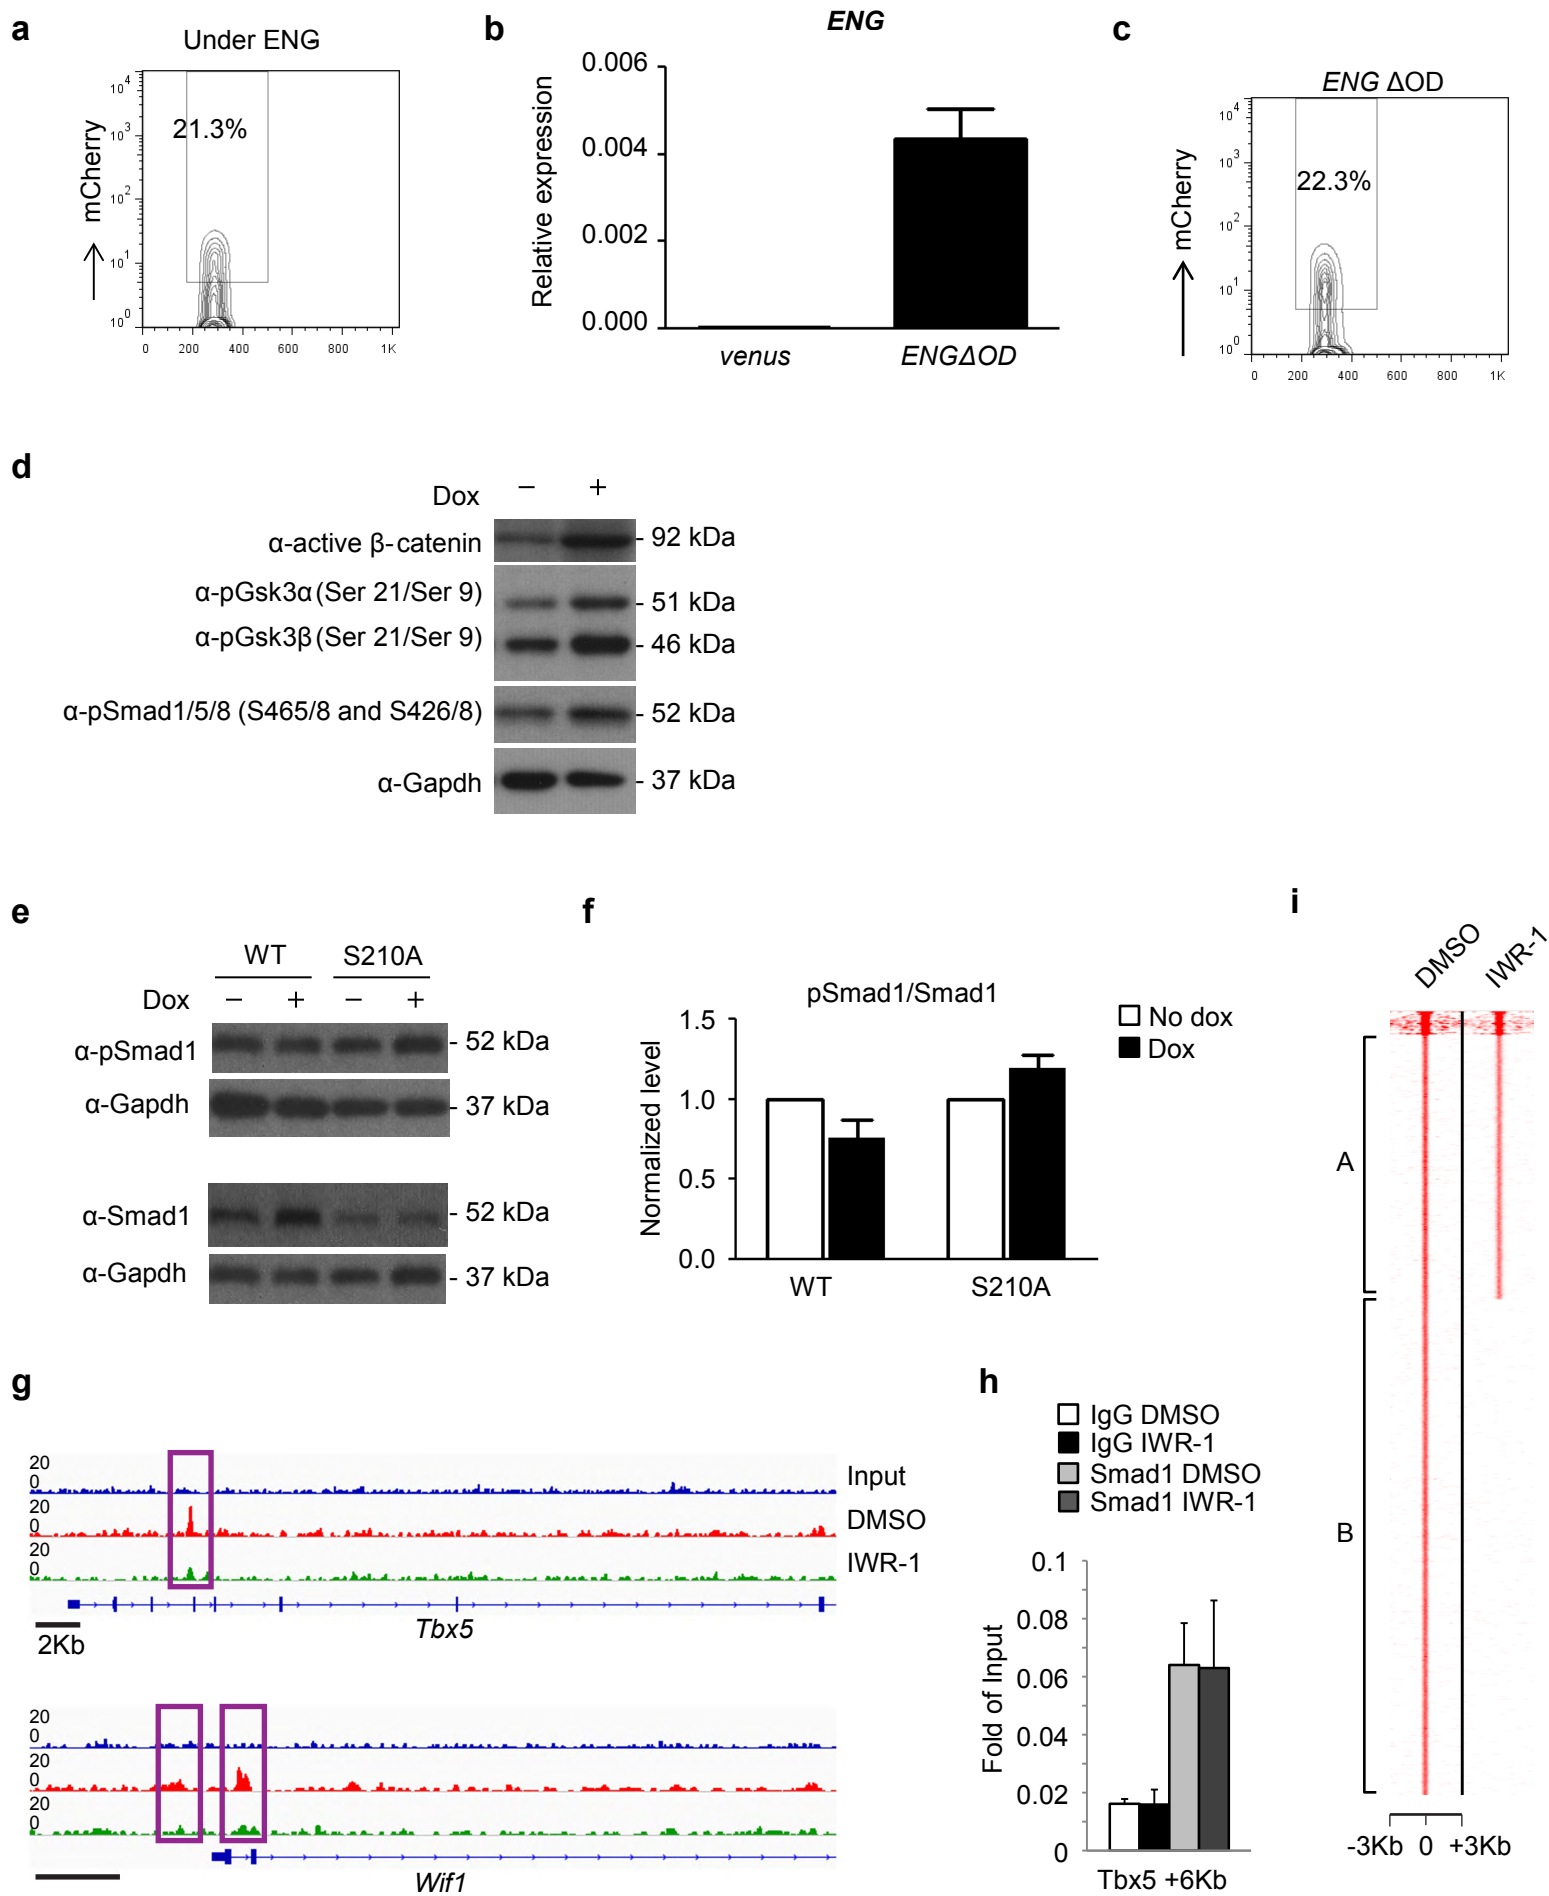

**Supplementary Figure 2. Eng modulates integration of BMP and Wnt signaling in mesodermal cells.**

Full length ENDOGLIN (ENG) and control venus mRNAs were injected into Tg(7xTCF:mCherry) zebrafish embryos. (a) mCherry fluorescence gated in the ENG-negative cell fraction of ENG- injected embryos. (b-c) Injection of ENG mutant into Tg(7xTCF:mCherry) zebrafish embryos. ENG  $\Delta$ OD mRNA injection was confirmed using ENG N' specific probes. (c) FACS analysis shows that mCherry levels in these embryos are similar to controls, around 22% (lower panel). (d) Western blot confirms enhanced levels of pSmad1/5/8 and active  $\beta$ -Catenin in D4 Eng- induced EBs, which are accompanied by increased phosphorylation of the inhibitory forms of GSK3 (pGSK3  $\alpha/\beta$  S21/9). Gapdh is used as loading control. (e-f) Generation of doxycycline-inducible Smad1 ES cell lines. ES cells were engineered to inducibly express wild-type (WT) or mutant S210A (S210A) Smad1 upon dox treatment. (e) Western blot analysis for Smad1 and phosphorylated Smad1 (pSmad1) in induced and non-induced cultures, and respective quantification (f) following normalization to Gapdh levels. Results were plotted as ratio between phosphorylated Smad1 and total Smad1. Error bars indicate standard errors from three independent experiments. (g) Integrative Genome Viewer (IGV) tracks for Tbx5 and Wif1 genomic regions from Smad1 ChIP-seq experiment performed on D4 EBs treated for 24h with DMSO or IWR-1. Squares indicate Smad1 bound regions. Scale bar: 2Kb. (h) Validation of Smad1 binding at the Tbx5 (+6Kb) site by ChIP-qPCR. Graph represents the average plus standard error from 6 independent experiments. (i) Tag density distribution of ChIP-seq reads across a  $\pm 3$ Kb region centered on Smad1 peaks. IWR-1 treatment affects the genome wide binding of Smad1 in both group A and B.

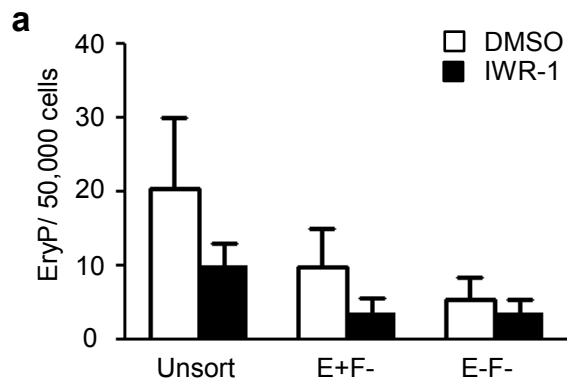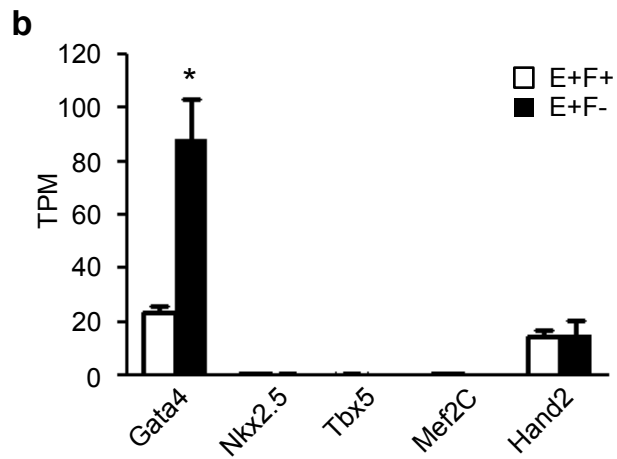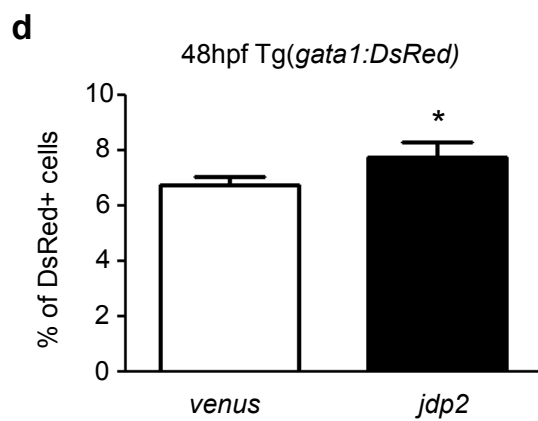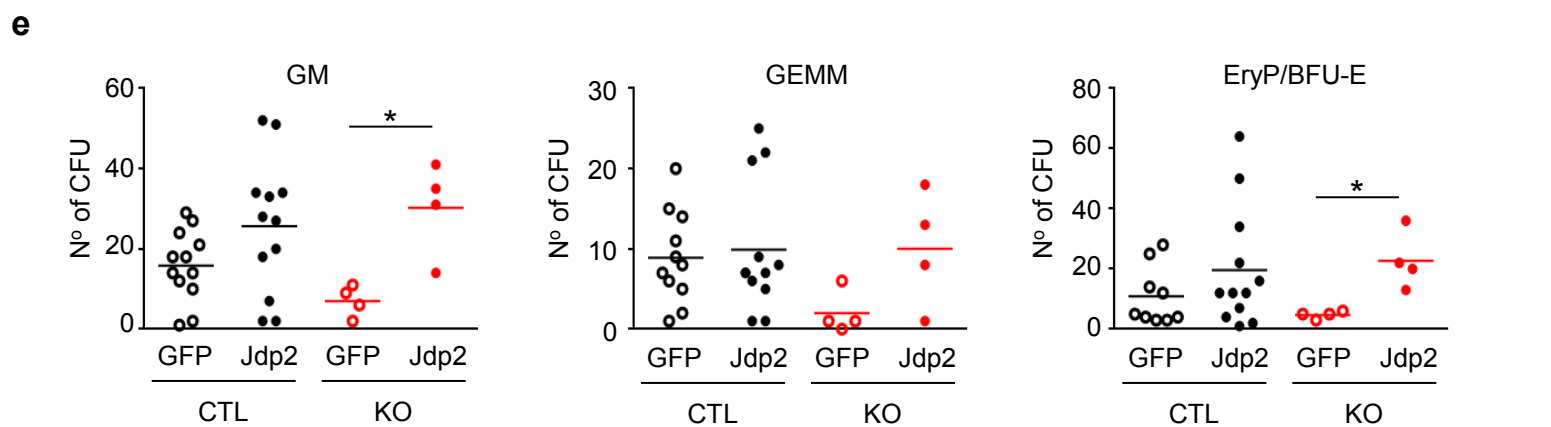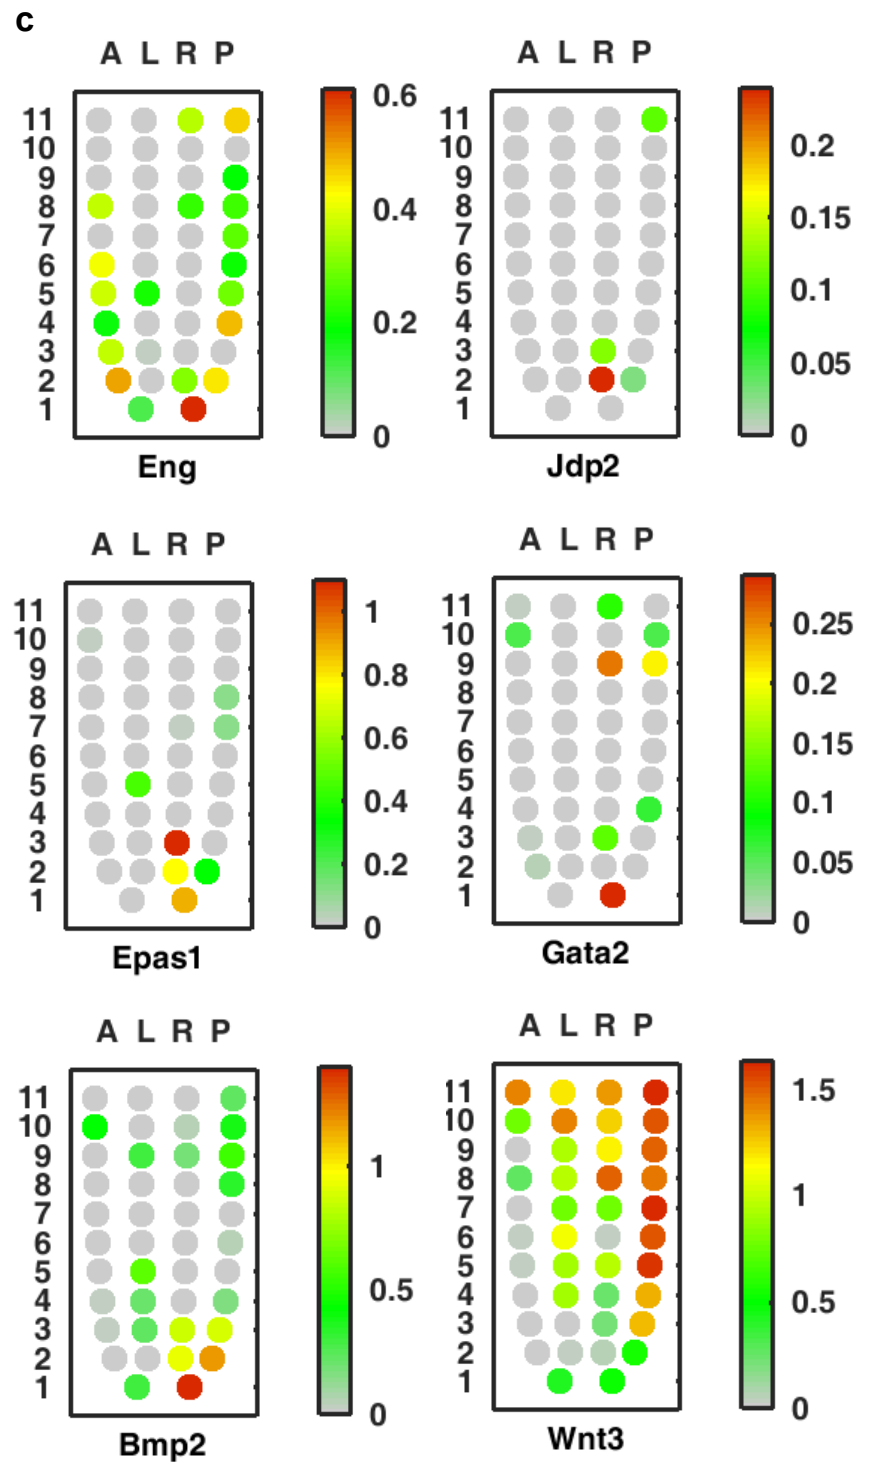

**Supplementary Figure 3. Further characterization of GFP+(Bry+) sub-fractions.**

(a) Quantification of EryP colonies in D4 GFP+(Bry+)Flk-1- EBs expressing Eng or not (E+F- and E-F-) as well as in the unfractionated population (unsorted). Bars indicate standard errors from 3 independent experiments. (b) Expression levels of Gata4, Nkx2.5, Tbx5, Mef2C, and Hand2 in E+F+, and E+F- sub-fractions are shown as median-normalized transcripts per million (TPM). \* $p < 0.05$  by *t*-test. (c) The pattern of Eng, Jdp2, Epas1, Gata2, BMP2, and Wnt3 at mid gastrulation stage mouse embryos reveals co-expression of these genes in the distal posterior region. Corn plots were generated using iTranscriptome. (d) Bar graphs show the percentage of DsRed+ (Gata1+) cells, quantified by FACS in jdp2- and control venus-injected embryos, the former showing enhanced hematopoiesis upon jdp2 induction. Bars represent SEM from 3 independent experiments. \* $p < 0.05$  by *t*-test. (e) Forced expression of Jdp2 rescues impaired hematopoietic colony activity of E9.5 Eng-null YSs. Horizontal bar represents the mean of 2 independent biological replicates performed in duplicate. \* $p < 0.05$  by *t*-test.

Fig. 1g

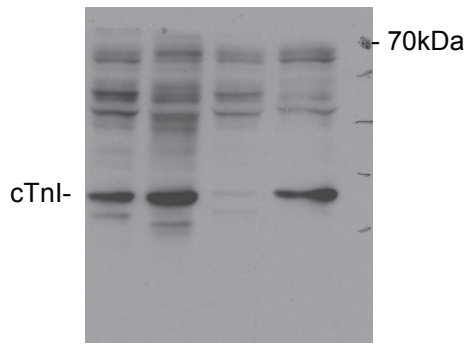

Fig. 2b

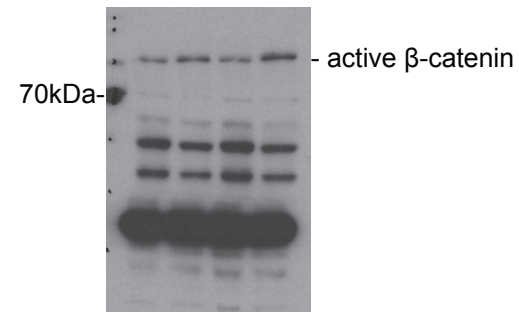

Supplementary Fig. 1b

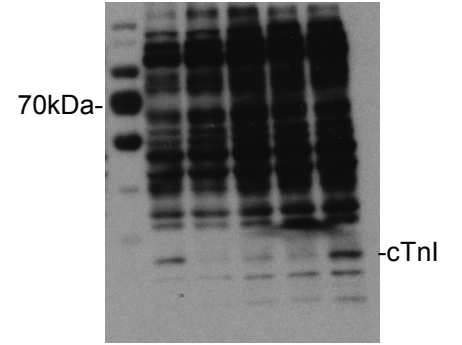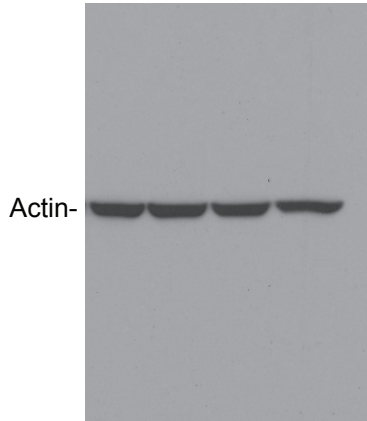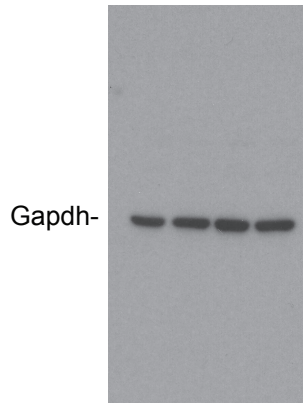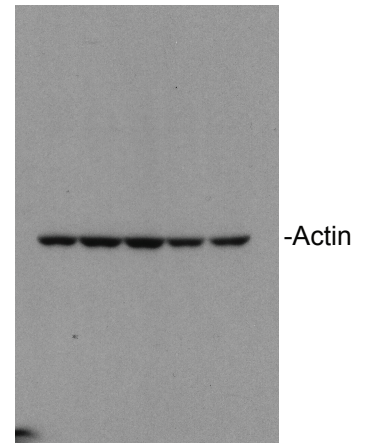

Supplementary Fig. 2d

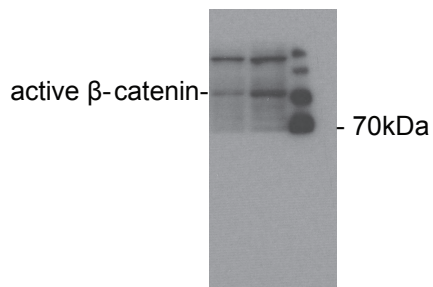

pGsk3 $\alpha$  (Ser 21/Ser 9)-  
pGsk3 $\beta$  (Ser 21/Ser 9)-

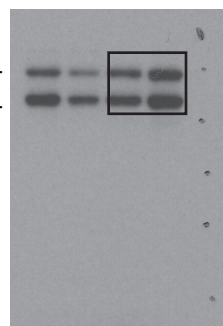

pSmad1/5/8 (S465/8 and S426/8)-

Gapdh-

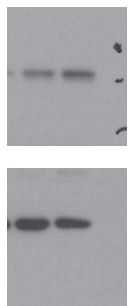

Supplementary Fig. 2e

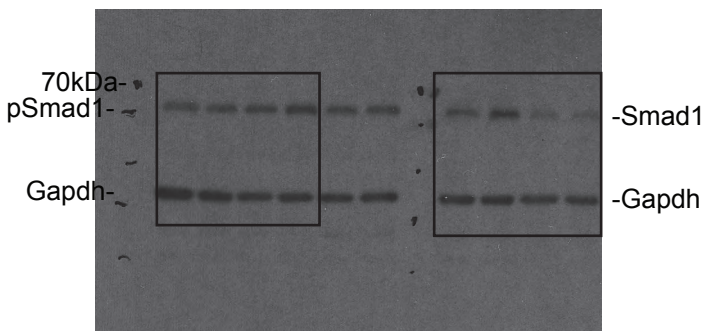

**Supplementary Figure 4. Representative original immuno blots.**  
The cropped area used in the figures are marked by boxes.

How the deposited data were processed for this re-analysis (not part of the article)

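Smad1 ChIP–seq and input chromatin were sequenced from day 4 EBs of the GFP-Bry ES cell line after 24 h with DMSO or 10 µM IWR-1, with 1 library each. The paper reports about 134 M reads over the 4 libraries, 30 M to 36 M per library. The authors aligned single-end reads to mm10 with Bowtie2, removed PCR duplicates, and called peaks of each ChIP with MACS (tag size 51, bandwidth 300, p-value cutoff 1e-05, model fold setting 32) and with QESEQ (settings 100 and 15, p-value cutoff 0.05). The 5 deposited lists hold peak positions, and the MACS lists also hold a score per peak that the authors deposited from MACS, the lowest being 50; the QESEQ lists hold no score. Scores were used to rank and group peaks within a list and were never compared between lists. The deposited lists hold no read counts, so depth per peak is unknown, and differences between treatments have no replicate check.

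The sample labels and the contents of the lists disagree. The DMSO lists of both callers were identified from the coordinates, as the parents of the deposited common sites. The IWR-1 QESEQ list carries the label of the IWR-1 ChIP. The second MACS list carries the label of the DMSO ChIP and was assigned to IWR-1 by elimination. Peak starts shared with the IWR-1 QESEQ list at Id1, Id2 and Id3 argue for this assignment. The starts differ at Tbx5, and they were not compared over the genome. Shares over all sites use the IWR-1 QESEQ list first and the second MACS list as an alternative; calls at single genes, the strongest sites without any IWR-1 call and the calls of both IWR-1 lists outside the DMSO lists also use the second MACS list and rest on that assignment. QESEQ positions were read like those of the MACS lists, counted from 0 in the list and given here counted from 1.

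Overlap was counted from 1 bp. Shares carry 95% exact binomial (Clopper-Pearson) intervals, which cover counting error over sites only. Sites were moved by 100 kb for the chance level. A site's score is the highest DMSO MACS score among the peaks that overlap it. Medians and shares were set against 10000 random sets of sites, matched on score decile for position and on score decile and GC quintile for sequence, as a description. GC content was that of the central 200 bp, and the width of sites was not matched. Gene models were those of GENCODE M21 and tRNA genes those of NCBI's annotation of the same build; sequences and repeat masking came from NCBI's GRCm38, the assembly behind mm10. Motifs were searched on both strands in the central 200 bp of each site and in windows 2 kb to either side: GGCGCC and GGAGCC, GTCTAGAC and CAGACA, CTTTGAT and CTTTGTT, AGATAA, and TGACTCA. The main transcript of a gene was the coding transcript with the principal annotation, the first-numbered where several had it. This preference replaced the longest transcript after the positions had been seen, because the longest gave Id1 and Id2 other models than their usual ones, and distances from its start were added then, beside those from the gene's start.

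Genes named at the claims are Id1, Id2, Id3, Tbx5 and Wif1, with every call within 10 kb of the gene, and within 20 kb in the drawn maps. In the closing section they are 19 genes listed by name from the paper's expression, pattern or reporter results, and the 5 common sites with the highest score among those with no call in any IWR-1 list, of which 1 is not reported here. The list of 19 is not complete: Tbx5 is treated at the claims, and Tnni3 and the globin genes were not searched. Both rules, the designs and most alternatives were set before the data were examined. Alternatives covered the caller, the overlap rule, the score threshold, the chromosomes, the distance to start sites and genes and the motif window. Leaving out tRNA genes, leaving out sites with a run of 7 A, and an overlap of 50% of each peak were chosen after seeing the data.

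Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 was used. The overlap and motif steps were tested on simulated data with 10000 sites, and all 10000 were classed as planted. In 200 simulations of 10000 sites, the matched sets placed 3.0% outside the central 95% where no link was planted and 100% where 5 percentage points were added. These simulations did not match on GC content. The added link was larger than the motif differences in the central 200 bp, so they do not show the power for those. Expression data, ChIP–qPCR, western blots and zebrafish experiments were not analysed here.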

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

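Tests of the top score decile outside tRNA genes, of windows beside tRNA genes, of other RNA polymerase III genes, of DMSO calls near IWR-1 calls and of a run of A upstream of Jdp2 were set out before their results were seen, although similar RNA polymerase III genes had been seen among the strongest sites. The other tests in this part, and the limits by which every test was judged, were chosen after much of the data had been seen. Each treatment had 1 library, so none of these patterns has a replicate check.

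The tRNA genes, which the paper does not discuss, stood out among the common DMSO sites. Of 403 nuclear tRNA genes, 279 overlapped a common site (69.2%, 95% exact binomial interval 64.5–73.7), and 180 of the 300 sites with the highest DMSO score lay at a tRNA gene. Gene-rich sequence around them does not account for this: 6.45% of windows 2 kb away overlapped a common site (4.86–8.37). The pattern extended to other RNA polymerase III genes, since all 5 that were checked (Rn7sk, Rmrp, Rpph1, Rny1 and Rny3) overlapped a common site, as all 5 did a peak of the second MACS list, and 3 of the 5 were called by QESEQ with IWR-1. By QESEQ, 73.4% of tRNA genes were called with IWR-1 and 74.7% with DMSO, and 4 of the 214 common sites at tRNA genes were without an IWR-1 call. Outside tRNA genes, 41.8% of sites in the top score decile were without a QESEQ call, but scores were not matched between these groups. Peak heights were not measured, and a site may stay called after a fall in height. The counts at tRNA genes therefore leave open whether binding there depends on Wnt activity. A candidate explanation is a general enrichment of RNA polymerase III genes in the ChIP. Whether it comes from Smad1, from the antibody or from open chromatin was not tested, as no ChIP library with a control antibody was used here, and reads shared between tRNA gene copies were not examined.

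Runs of at least 7 A, on either strand, were found in 90.3% of the common DMSO sites (89.7–90.9). Width and the base composition of the surrounding sequence do not account for it, since windows of the same width 2 kb away held a run in 29.8%. The base composition of the sites themselves was not matched, so its part is left open. Both callers showed it: 63.6% of DMSO QESEQ peaks and 83.1% of DMSO MACS peaks held a run in their central 200 bp, against 14.8% and 15.0% of windows 2 kb away. Weak sites alone do not account for it, because 74.3% of sites in the top score decile outside tRNA genes held one, against 31.2% of windows 2 kb away. Smad elements beside the runs were not more frequent than around them, with CAGACA, GGAGCC or GGCGCC in 20.5% of sites with a run and 25.2% of windows 2 kb away. Interspersed repeats remain a candidate source for part of the sites: a sequence of the B1 repeat was in 16.6% of sites against 2.76% of windows 2 kb away. Bases masked as repeats of any kind were 40.3% in the sites against 31.2% in the windows. Kinds of repeat were not split, so the runs of A may themselves be counted among the masked bases. Placement of reads at repeats and the amount of input at such runs were not tested. The share of sites without an IWR-1 call was 62.0% at sites without a run outside tRNA genes (58.8–65.2) and 64.5% at sites with one, so the loss of calls was not confined to runs of A.

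Calls made with IWR-1 outside both DMSO lists are not reported in the paper. Of 4294 IWR-1 QESEQ peaks that overlap the second MACS list, which is assigned to IWR-1 by elimination, 1028 overlapped no DMSO peak (23.9%, 22.7–25.2). Of all 8595 QESEQ calls outside the DMSO lists, 2.13% had a DMSO peak within 500 bp, so few of these 8595 were DMSO peaks just out of reach; the distance of the 1028 to DMSO peaks was not examined apart. Of the 1028, 673 held a run of 7 A in their central 200 bp (65.5%, 62.5–68.4), so the source of these runs stays open for them too. The cutoff of 1 caller may explain a large part of the QESEQ calls outside the DMSO lists, since 12.0% of these were also made in the second MACS list. Whether the 1028 calls reflect IWR-1 or the variation between 2 libraries could not be tested with 1 library per treatment.

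A common DMSO site lay upstream of Jdp2, for which the paper reports no Smad1 site. It spanned 85592877 to 85593168 on chromosome 12, centred 6393 bp before the start of the main transcript, with a DMSO MACS score of 51.2 at percentile 4.89 of that list. The second MACS list had a peak there from 85593004 to 85593346, and QESEQ had none with IWR-1. The site held GGAGCC and CAGACA. Its longest run of A was 30 bases, so the source of the runs of A at most other sites may also underlie this one, and a low score leaves it near the calling threshold. Binding of Smad1 stays open and was not tested.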

How the results depend on the processing

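No paired analysis was possible because each treatment had 1 ChIP library. Where both IWR-1 lists are named, they are the IWR-1 QESEQ list and the second MACS list, the latter assigned to IWR-1 by elimination. Alternatives that use the upper part of the IWR-1 QESEQ list by score, or the QESEQ score of DMSO sites, were not run because the QESEQ lists hold no score. Alternatives that leave out tRNA genes or runs of A, or that ask for 50% of each peak, were chosen after seeing the data.

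The share of common DMSO sites without an IWR-1 call was 63.0% and stayed over 50% in every alternative listed here. It was 74.2% with the second MACS list, 81.6% with peaks common to both IWR-1 lists, 55.6% with a peak in either list, and 67.0% when at least 50% of the site had to be covered. For the upper part of the sites by DMSO score, 5235 of the 10466, it was 55.9%. It was 82.9% with IWR-1 peaks common by 50% of each peak, 64.3% outside tRNA genes, and 62.0% outside tRNA genes without a run of A. An IWR-1 peak within 500 bp (62.6%) and chromosomes 1 to 19 and X with sites under 5 kb (63.0%) kept it within its interval. Some smaller groups of sites, not run as alternatives, lay under 50% by QESEQ. The share was 33.7% in the top score decile, 41.8% in that decile outside tRNA genes, and 1.87% at tRNA genes. Depth per peak is unknown, which limits what a missing call can say about any single site.

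The 10466 common sites became 1108 at a MACS score of at least 100, by construction of the stricter threshold; the overlap rules gave between 10466 and 11193. IWR-1 calls outside the DMSO lists were 52.9% with QESEQ, 51.7% with no DMSO peak within 500 bp, 29.0% with the second MACS list and 23.9% with peaks common to both lists. The cutoff of 1 caller may explain a large part of the QESEQ share, since 12.0% of those calls were also made in the second MACS list. Whether the calls made in both lists reflect IWR-1 could not be tested with 1 library per treatment.

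The median score percentile of sites without a call was 47.6, and it was 48.8 with peaks common to both IWR-1 lists and 45.5 with a peak in either list. For sites with a call it was 62.6, 74.7 and 63.5, above that of sites without one in each of these settings. The share of sites near a start site rose with a window of 5 kb, by construction, to 32.5% without a call and 41.3% with one, and was 21.1% with a call by peaks common to both IWR-1 lists, higher with a call than without in each setting run. Genes with a common site among the 19 listed numbered 5 within 10 kb, 10 within 50 kb and 11 with either DMSO list, a wider search by construction.

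Motif shares rose over the whole site, a longer stretch by construction. Without and with a call they became 1.82% and 4.08% for GGCGCC, 15.4% and 20.9% for GGAGCC, 0.379% and 0.465% for GTCTAGAC, 30.7% and 34.2% for CAGACA, 7.62% and 7.23% for CTTTGAT, 11.9% and 11.8% for CTTTGTT, 21.3% and 20.7% for AGATAA, and 6.33% and 7.28% for TGACTCA. With peaks common to both IWR-1 lists, the shares with a call were 2.29% for GGCGCC, 10.9% for GGAGCC and 13.1% for CAGACA, and the cause was not tested; the other 13 motif shares stayed within their intervals.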

Differences from the paper's values

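None of the counts of sites stated in the paper differs by more than 1.5 times from the value reported at the claims. The count of 10466 is that of the authors' own deposited list, so its match is no independent check. For groups A and B the comparison is not like-for-like, since the paper's counts come from density maps and the values here from calls. Against the paper's 3500 for group A, 1925 sites had a call with IWR-1 QESEQ peaks that overlap the second MACS list, which is further away than that limit. The upper part of the sites by DMSO score held 5235 of the 10466 sites, 2309 with a call and 2926 without. These counts also pass the limit against the paper's 3500 and 6500. They come from a smaller set of sites, so they do not show a disagreement with the paper. The 1108 sites with a MACS score of at least 100, against 10466, follow from the stricter threshold by construction. Of the alternatives chosen after seeing the values, 1787 sites had a call with IWR-1 peaks common by 50% of each peak, and outside tRNA genes without a run of A, a much smaller set of sites, 347 had a call and 567 had none.

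The paper places Smad1 in the promoter and the first intron of Wif1. The common site lies in intron 1, and none of the lists, DMSO or IWR-1, has a peak in the 10 kb upstream of the transcript start. The DMSO MACS peak behind the site starts at 121034480, in exon 1.

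The paper marks bound regions upstream and downstream of Id1. Among the sites common to both callers, the upstream region is absent: it was called in DMSO by QESEQ from 152734942 to 152735670 and not by MACS. The alternative of either DMSO list, set before the data were examined, includes it. A region downstream that the paper also marks had no call in either DMSO list, and was called with IWR-1 from 152744471.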

Other observations

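The second MACS list, the sites moved by 100 kb and the IWR-1 calls outside the DMSO lists were planned as results; their use as tests of an explanation, and the other tests in this part, were chosen after the result was seen. The search of named genes and of the 5 strongest sites without a call followed the rules stated in the summary of processing.

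Loss of an IWR-1 call was related to the DMSO score. In the top score decile 33.7% of common DMSO sites were without a QESEQ call, against 72.2% in the lowest, and outside tRNA genes the top decile had 41.8% (38.5–45.3). A site close to the calling threshold may therefore lose its call without a change in binding, as a hypothesis for part of the 6591 sites; weaker sites that respond more to Wnt inhibition would give the same trend. The choice of caller does not account for most of it, since 11.8% of the sites without a QESEQ call had a peak in the second MACS list. Sites moved by 100 kb overlapped an IWR-1 peak in 1.11%, which bears on the sites with a call and says nothing about the missing calls. A smaller yield of the IWR-1 library cannot be told apart from an effect of IWR-1: IWR-1 QESEQ calls that overlap the second MACS list lay outside both DMSO lists in 23.9%, which threshold noise can give as well, and 1 library per treatment keeps this open.

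Sites without a run of 7 A were a small class with another sequence content. Of 914 such sites outside tRNA genes, 19.8% held GGAGCC in their central 200 bp (17.3–22.5) against 10.7% of windows 2 kb away, and 5.47% held GGCGCC against 1.15%. This is in line with GC-rich Smad elements at part of these sites, as a hypothesis found and tested on the same data. CAGACA was not more frequent there, at 16.3% against 20.2%. The sites at Id2, Id3 and Tbx5 belong to this class, and the sites at Wif1 and Jdp2 do not. GC content as such was not separated from the elements.

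Of the 19 genes listed from the expression, pattern or reporter results, 5 had a common DMSO site within 10 kb: Jdp2, Gata4, Mef2c, Eng and Wnt3. They had 6 such sites, all 6 with a run of 7 A and 0 with a QESEQ call under IWR-1; 2 had a peak in the second MACS list, those at Jdp2 and Mef2c. Tbx5, which the paper also names in its expression results and which is not among the 19, differs: its common site has no run of 7 A and is called in the IWR-1 QESEQ list and the second MACS list. Gata4 had its site in intron 2 at a score of 51.1, Eng in intron 8 at 55.0, and Wnt3 downstream of the gene at 57.6. Mef2c had sites in introns 4 and 5 with scores of 70.2 and 52.7.

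Of the 5 common sites with the highest DMSO score and no call in the IWR-1 QESEQ list or the second MACS list, the 4 reported here had no run of 7 A and no tRNA gene. They lay on chromosome 11 from 25100071 to 25100284 with a score of 390, at 132342 bp from the noncoding gene 4933427E13Rik, on chromosome 19 from 47427809 to 47428562 in Sh3pxd2a with 244, on chromosome 7 from 140125279 to 140125670 in Paox with 197, and on chromosome 10 from 62865100 to 62865811 in Tet1 with 193. No explanation was tested for these sites.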
